# Transcriptome analysis suggests a compensatory role of the cofactors coenzyme A and NAD^+^ in medium-chain acyl-CoA dehydrogenase knockout mice

**DOI:** 10.1038/s41598-019-50758-0

**Published:** 2019-10-10

**Authors:** Anne-Claire M. F. Martines, Albert Gerding, Sarah Stolle, Marcel A. Vieira-Lara, Justina C. Wolters, Angelika Jurdzinski, Laura Bongiovanni, Alain de Bruin, Pieter van der Vlies, Gerben van der Vries, Vincent W. Bloks, Terry G. J. Derks, Dirk-Jan Reijngoud, Barbara M. Bakker

**Keywords:** Proteomics, Transcriptomics, Metabolic disorders, Translational research, Pathogenesis

## Abstract

During fasting, mitochondrial fatty-acid β-oxidation (mFAO) is essential for the generation of glucose by the liver. Children with a loss-of-function deficiency in the mFAO enzyme medium-chain acyl-Coenzyme A dehydrogenase (MCAD) are at serious risk of life-threatening low blood glucose levels during fasting in combination with intercurrent disease. However, a subset of these children remains asymptomatic throughout life. In MCAD-deficient (MCAD-KO) mice, glucose levels are similar to those of wild-type (WT) mice, even during fasting. We investigated if metabolic adaptations in the liver may underlie the robustness of this KO mouse. WT and KO mice were given a high- or low-fat diet and subsequently fasted. We analyzed histology, mitochondrial function, targeted mitochondrial proteomics, and transcriptome in liver tissue. Loss of MCAD led to a decreased capacity to oxidize octanoyl-CoA. This was not compensated for by altered protein levels of the short- and long-chain isoenzymes SCAD and LCAD. In the transcriptome, we identified subtle adaptations in the expression of genes encoding enzymes catalyzing CoA- and NAD(P)(H)-involving reactions and of genes involved in detoxification mechanisms. We discuss how these processes may contribute to robustness in MCAD-KO mice and potentially also in asymptomatic human subjects with a complete loss of MCAD activity.

## Introduction

Hepatic mitochondrial fatty-acid oxidation (mFAO) is important for the generation of ATP and ketone bodies during fasting, and indirectly also for *de novo* synthesis of glucose by providing the required ATP. Children with a loss-of-function c.985A > G mutation in the *ACADM* gene, encoding the mFAO enzyme medium-chain acyl-CoA dehydrogenase (MCAD), run a severe risk of life-threatening hypoglycemia^1,2^. Nevertheless, a subset of these children never develop any symptoms^3–11^. Notably, under resting conditions MCAD-deficient children oxidize medium-chain fatty acids normally^12^ and they are able to fast for 18–24 hours^2,3,13,14^. Particularly a combination of prolonged fasting and an additional trigger, such as infections, increases the risk of low blood glucose levels^1,11,15–17^.

The mFAO pathway is schematically depicted in Supplementary Fig. 1. Fatty acids are taken up into the mitochondria in an activated form as acyl-CoA esters and subsequently oxidized to acetyl-CoA. This occurs in repetitive four-reaction cycles. In each cycle, the acyl-CoA ester is shortened by two carbon atoms, thereby producing acetyl-CoA^2,18,19^. The first reaction in each cycle is catalyzed by a set of isoenzymes, which accept a range of acyl-CoA substrates of different, overlapping carbon-chain lengths. In rodents, these are very-long-, long-, medium-, and short-chain acyl-CoA dehydrogenase (VLCAD, LCAD, MCAD, and SCAD). In humans, the LCAD protein concentration is low in the liver and plays a minor role in the mFAO pathway^2,20^. The coenzymes nicotinamide adenine dinucleotide (NAD^+^) and free CoA (CoASH) play key roles in mFAO function and link the pathway to other metabolic pathways^21–25^.

To investigate the disease etiology in MCAD deficiency (MCADD), an MCAD-KO mouse model was generated, initially in a C57BL/6NTac & 129P2/OlaHsd mixed background^26^. The mouse recapitulated a number of human disease characteristics, including elevated neonatal death rate, lower C8-acyl-CoA oxidation capacity, higher urinary medium-chain organic acid levels, and higher serum levels of medium-chain acyl-carnitine levels compared to the wild type (WT). In addition, 24 of hours fasting induced lipid accumulation (steatosis) in the liver in the MCAD-KO but not the WT mice, in accordance to hepatic steatosis seen in symptomatic MCADD patients^1,11,15–17^. Finally, when fasted in combination with cold-exposure, the MCAD-KO mouse showed significantly lower body temperature compared to WT, which was eventually lethal^26^. Hepatic microarray analysis showed marked differences in the expression of glucose metabolism genes between fasted WT and KO mice^27^. In the meantime, we backcrossed the MCAD-KO mouse model to a pure C57BL/6J background^20^. In contrast to the mixed background, this allows comparison to a monogenetic wild-type control. The C57BL/6J was chosen because it is widely used and many data are available for comparison. Like its predecessor, the pure-background MCAD-KO mouse exhibited higher medium-chain acyl-carnitine levels in serum and a lower C8-acyl-CoA oxidation capacity compared to the WT after 12 hours of fasting^20^. Notably, the low blood glucose levels which are the hallmark of human MCADD, were never reported in MCAD-KO mice^26–28^. Therefore, the MCAD-KO mouse has so far not been a useful model for the acute hypoglycemia observed in symptomatic MCADD patients. It may, however, be an excellent model to identify potential compensatory mechanisms to explain why some humans remain asymptomatic despite a homozygous loss-of-function mutation in the *Acadm* gene that encodes the MCAD enzyme. This may help to identify patients who are not at risk and are currently overtreated^29^ and provide clues for prevention in patients who are still at risk.

The aim of the current study is to explore hepatic functional and molecular differences between WT and MCAD-KO mouse to gain insight into the role of the liver in these compensatory mechanisms. To this end we subjected the C57BL/6J pure-background MCAD-KO mouse model to low-fat and high-fat diet, and studied them under fed and 16 h fasted conditions. The high-fat diet is new compared to previously published studies and may provide an additional environmental perturbation to the MCAD-KO mouse by providing the mFAO pathway with additional substrate. We collected biometric, histological, targeted proteomics, and transcriptomics data from liver tissue. In addition, hepatic mitochondrial function was analyzed. Pattern recognition analysis showed subtle adaptations in detoxification processes and in genes coding for enzymes involved in CoA and NAD(P)(H) metabolism of MCAD-KO mice. We discuss how these adaptations may contribute to their phenotypic robustness.

## Results

### Biometric and hepatohistological characterization of the pure-background MCAD-KO mice

MCAD-KO and WT C57BL/6J mice were kept on a low-fat control diet or a high-fat semisynthetic diet for 6 weeks and subsequently fasted for 16 hours. This 6 weeks treatment minimized secondary effects of the diet, such as obesity. In addition, MCADD patients are most vulnerable during infancy, when they are more dependent on a high mFAO capacity. Therefore, relatively young mice (2–4 months) were used.

Little to no effect of genotype was observed on body weight, body-weight loss during fasting, liver weight, or blood glucose level (Figs 1A–C and S2,A,B). Only in the low-fat fed group the body weight was statistically higher in MCAD-KO compared to WT mice (Fig. 1A), but the difference was only 8%. These results are in accordance with earlier studies^26–28^.

**Figure 1:**
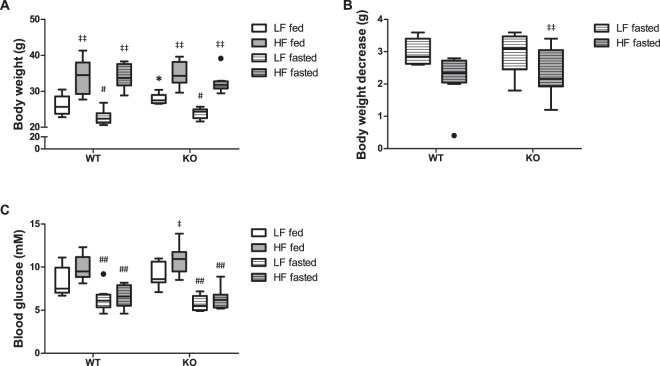
Mouse biometric measures (**A–C**) under different conditions (**A**) Body weight; (**B**) body weight decrease after fasting; (**C**) Blood glucose levels at termination. The results are represented as Tukey box and whisker plots, in which the black-filled circles indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n = 6–8 for both WT and KO. *p < 0.05 compared to WT, ^#^and ^##^p < 0.05 and p < 0.01 compared to fed, respectively, ^‡^and ^‡‡^p < 0.05 and p < 0.01 compared to low-fat diet (LF), respectively.

Since hepatic steatosis had been reported after fasting of the mixed-background MCAD-KO mouse^26^, we inspected the liver in more detail. Histological examination showed that there were no statistically significant differences between WT and KO (Figs 2 and S3, S4). However, the MCAD-KO mice did show a trend towards a higher degree of lobular inflammation in the high-fat fasted condition (Fig. 2 and Supplementary Table ST1). Liver triglyceride concentrations, however, were not significantly different in MCAD-KO compared to WT mice under any of the conditions (Supplementary Fig. S2C).

**Figure 2:**
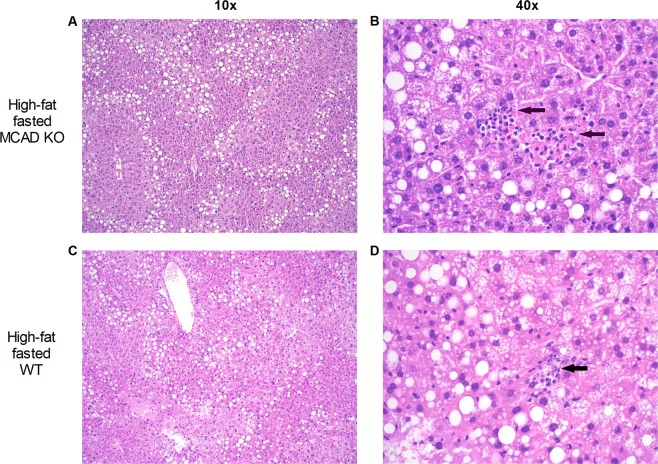
Similar steatosis grade (**A,C**) and difference in lobular inflammation (**B,D**) between MCAD-KO and WT mice in the high-fat fasted condition with inflammatory loci shown by the black arrows. Shown here are representative pictures. Livers were stained by Hematoxylin & Eosin (see Materials and Methods for further details). Inflammation is identified by infiltration of leukocytes. Lobular inflammation was recognized as small groups of mixed inflammatory cells scattered throughout the hepatic parenchyma (see Supplementary Table ST1 for semi-quantitative scoring of the livers). n = 6–8 for both WT and KO.

### MCAD-KO mice show decreased C8-acyl-CoA-dependent state 3 O_2_ consumption capacity

We confirmed the primary biochemical defect in MCAD function by measuring the substrate-dependent O_2_-consumption rate in isolated liver mitochondria (Figs 3 and S5). On pyruvate or C16-acyl-CoA as substrates, the genotype had no effect on O_2_-consumption rate (Fig. 3A,B), in line with expectations and earlier results^20^. Previously, more detailed analysis showed that C8-acyl-carnitine accumulated in isolated mitochondrial preparations with C16-acyl-CoA as a substrate^20^. The MCAD-KO mouse had a lower O_2_ consumption rate than the WT on the MCAD substrate C8-acyl-CoA (Fig. 3C), again consistent with our earlier results^20^. This was significant in the high-fat diet fasted group (p = 0.02) and statistically indicative in the low-fat diet fasted group (p = 0.06) (with the average MCAD-KO rates being 72 and 62% of the average WT rates on low-fat and high-fat diet, respectively). Also under fed conditions the C8-acyl-CoA-dependent O_2_-consumption rate was lower in the MCAD-KO (with the average MCAD-KO rates being 65% and 74% of the average WT rates on low-fat and high-fat diet, respectively), but this difference was not statistically significant (p = 0.15 and 0.13, respectively). The fact that there is such a high residual C8-acyl-CoA-dependent O_2_-consumption rate in the MCAD-KO mouse may be attributed to the isoenzymes SCAD and LCAD, which are known to be expressed in mouse liver^28^. In the following section, we will investigate the protein concentrations of these and other mitochondrial enzymes in more detail.

**Figure 3:**
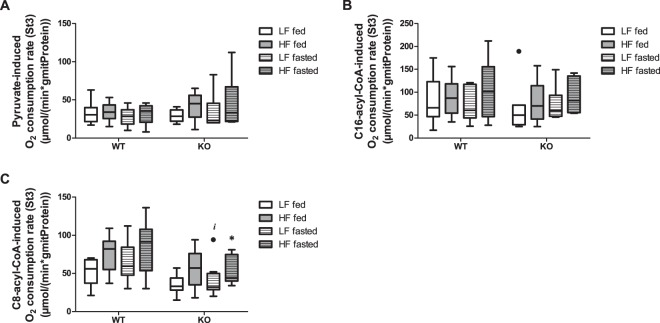
Mouse hepatic mitochondrial function in different conditions. Pyruvate- (**A**), C16-acyl-CoA- (**B**) and C8-acyl-CoA- (**C**) induced maximum O2-consumption flux (state 3) in isolated liver mitochondria. State 3 represents the maximum ADP-stimulated oxygen consumption. The results are represented as Tukey box and whisker plots, in which the black-filled circles indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n = 6–8 for both WT and KO. *p < 0.05 compared to WT, ^#^and ^##^p < 0.05 and p < 0.01 compared to fed, respectively, ^‡^and ^‡‡^p < 0.05 and p < 0.01 compared to low-fat diet (LF), respectively.

### Targeted mitochondrial proteomics

Recently, we developed a targeted proteomics method to detect and quantify specific proteins involved in mitochondrial energy metabolism. The targeted proteins comprise all enzymes involved in mFAO and TCA cycle, core subunits of each of the respiratory-chain complexes and metabolite transporters required for these pathways^28^. We applied this method to the hepatic mitochondria isolated in this study (Figs 4A–D and S6). As expected, the MCAD protein was not detectable in the MCAD-KO mitochondria. The isoenzymes SCAD and LCAD, which also accept MCAD substrates, were expressed (Fig. 4A,C) and they could thus explain the presence of a residual flux of C8-acyl-CoA oxidation discussed above. However, neither their expression, nor that of the other targeted proteins were altered in the MCAD-KO mouse compared to the WT (Supplementary Fig. S6). Thus, the targeted proteomic analysis did not identify any compensatory mechanisms involving the concentration of the measured proteins. Since the proteomics was done on isolated mitochondria, we measured citrate synthase activity in liver homogenates as a proxy for mitochondrial content (Supplementary Fig. S7). No significant difference between WT and MCAD-KO was observed.

**Figure 4:**
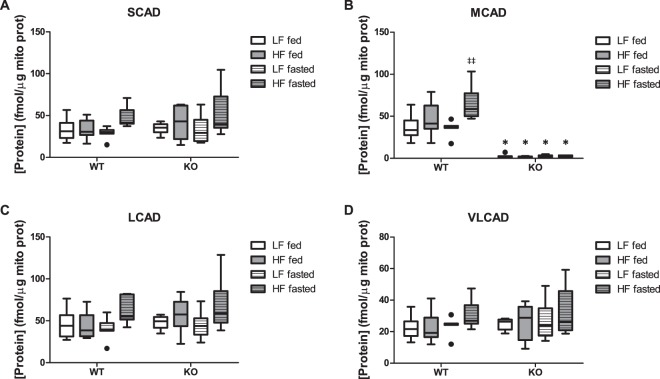
Absolute protein levels of the mFAO proteins SCAD (**A**), MCAD (**B**), LCAD (**C**) and VLCAD (**D**). The other mitochondrial energy metabolism proteins are shown in Supplementary Fig. S6. The results are represented as Tukey box and whisker plots, where the black-filled circles indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n = 6–8 for both WT and KO. *p < 0.05 compared to WT, ^#^and ^##^p < 0.05 and p < 0.01 compared to fed, respectively, ^‡^and ^‡‡^p < 0.05 and p < 0.01 compared to low-fat diet (LF), respectively.

### Differences in hepatic mRNA expression patterns between MCAD-KO and WT mouse

To explain the physiological robustness of the MCAD-KO mice, we analyzed the liver transcriptome by RNAseq. 

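Liver RNA from 32 mice was sequenced, with 4 mice in each of 8 groups that differ in genotype (WT or MCAD-KO, below KO), diet (low-fat, LF, or high-fat, HF, for 6 weeks) and feeding state (fed or fasted for 16 h). The libraries were primed at the 3′ end of polyadenylated transcripts. The authors mapped the reads to GRCm38 and deposited the number of reads counted on each of 20076 Ensembl genes, as whole numbers without normalization. A gene symbol was found for 19913 of these identifiers in the GENCODE vM21 annotation of the same build. Between 2031053 and 4292200 reads per mouse were counted on genes, with a median of 2899001. In the LF fed groups the totals ranged from 2292624 to 3171150 (median 2846007.5) for KO and from 2445947 to 4048376 (median 3012000) for WT. In the LF fasted groups they ranged from 2031053 to 4154949 (median 2664056) for KO and from 2339098 to 4138705 (median 2801819.5) for WT. In the HF fed groups they ranged from 2416391 to 3221164 (median 2939644) for KO and from 2476580 to 3231341 (median 2701054) for WT, and in the HF fasted groups from 2985165 to 3833506 (median 3219552) for KO and from 2471773 to 4292200 (median 3120699) for WT. The sample labels place 16 mice on lane 7 and 16 on lane 8 of the sequencer. The supplementary methods instead describe 8 samples per lane; the lane below is that of the labels, and which is right is not known. All 4 WT LF fed mice were labelled lane 8, against 2 of the 4 KO LF fed mice, so that genotype and lane overlap in part in that comparison.

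The paper gives 3 to 4 mice per group for the liver transcriptome without naming them. The mice were inferred from its list of differentially expressed transcripts (Supplementary Table ST2): of 94 models of the kind the paper used, each leaving out other mice, the one without KO HF fasted replicate 4 and WT LF fed replicate 2 came closest to the listed log2 fold changes, with a mean over the 4 comparisons of the median absolute difference of 0.0100, against 0.120 with all 32 mice. In the LF fed comparison alone this difference was 0.0942 without KO HF fasted replicate 4 and 0.0102 without both mice. The legend of Fig. S11 can be read as giving 4 mice for every LF group, which would speak against leaving out a WT LF fed mouse, so that this set is an inference. It is called the 30 mice of the paper below. The paper names no mouse as left out and gives no reason. Values are given first over the 30 mice of the paper and then over all 32 mice. Both sets hold the same mice in the LF fasted and HF fed groups.

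Counts were normalized for library size by edgeR's TMM method and are given as CPM by edgeR's cpm function. Genes were kept by edgeR's filterByExpr function, and KO and WT mice of one diet and feeding state were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For single genes, a two-sided exact permutation test of log2 normalized counts was added, whose smallest possible p is 0.0286 for 4 mice against 4 and for 4 against 3. Acadm, the gene that encodes MCAD (chromosome 3, 153922357 to 153944632), had 26 to 94 counts in the 16 KO mice and 566 to 2752 counts in the 16 WT mice, with means of 19.1 ± 7.81 CPM (SD) and 446 ± 194 CPM (SD). It had 22.2 CPM in KO HF fasted replicate 4 and 306 CPM in WT LF fed replicate 2. No pair of mice of one group differed by as little as the sampling noise: over 48 pairs, the smallest chi-square per gene was 4.17, against 1 for counting noise alone. The replicate numbers carried no pairing between KO and WT mice of one condition (median correlation of the residuals over 16 pairs 0.00778).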

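A principal component analysis was run on regularized log values of the 500 most variable genes. Over the 30 mice of the paper, the first component held 39.6% of the variance, and fasting accounted for 74.8%, diet for 6.27% and genotype for 0.166% of the variance along it. The second component held 22.3%, and fasting accounted for 7.97%, diet for 8.21% and genotype for 0.222% of it. Over all components the shares were 31.9% for fasting, 8.50% for diet and 2.01% for genotype. The genes with the largest positive loadings on the first component were Cyp4a14, Mt1 and Cyp4a10, and those with the largest negative loadings were Thrsp, Car3 and Hsd3b5. On the second component, 9 of the 20 genes with the largest loadings belonged to a list of 11 genes of acinar pancreas, led by Cpb1, Prss2 and Pnlip.

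With all 32 mice, the first component held 48.2% of the variance and separated KO HF fasted replicate 4, with a score of 91.9, from every other mouse. WT LF fed replicate 2 had a score of 3.07. The shares over all components were then 13.7% for fasting, 6.13% for diet and 2.47% for genotype, with the same order of the 3 factors as over the 30 mice. In the regularized log values, genes for which the iteration of DESeq2 did not converge were refitted with its optimizer, a choice made after the data had been seen, and without this refit the 13.7% for fasting became 10.8%. On log2 CPM values, which need no such iteration, it was 18.8%, the largest move apart from the choice of mice. In KO HF fasted replicate 4, a list of 12 heart genes summed to 40688 CPM, against at most 236 CPM in the other 31 mice, and a list of 10 hepatocyte genes summed to 983 CPM, against at least 44781 CPM in the others.

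By edgeR's quasi-likelihood test over the 30 mice, 2187 of 11566 genes differed between fasted and fed mice at an adjusted p below 0.05, of which 1130 were higher in the fasted state. Diet changed 404 genes and genotype 1 gene, Acadm. The numbers with all 32 mice were 1553 for fasting, 81 for diet and 1 for genotype, of 11502 genes. The genotype effect had an unadjusted p below 0.05 for 335 genes over the 30 mice and for 434 genes over the 32 mice. Within the 16 mice on lane 7, fasting changed 344 genes, diet 53 and genotype 1. Within the 16 mice on lane 8, fasting changed 257 genes, diet 0 (with 749 genes at an unadjusted p below 0.05) and genotype 1. These fits by lane were taken from all 32 mice, as were those that left out 1 replicate of every group. Diet changed 3 genes without replicate 1, 16 without replicate 2, 18 without replicate 3 and 172 without replicate 4. The fits without replicate 1, 2 or 3 and the fit within lane 8 held KO HF fasted replicate 4. They therefore do not test how stable the 404 genes over the 30 mice are. Mt1 (log2 fold change 4.62, standard error 0.40), Mt2 (4.53, 0.47) and Cyp4a14 (4.97, 0.49) were among the genes with the largest increases on fasting over the 30 mice, and Thrsp (-3.88, 0.43) and Fasn (-3.28, 0.31) among those with the largest decreases.

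**Figure D1:**
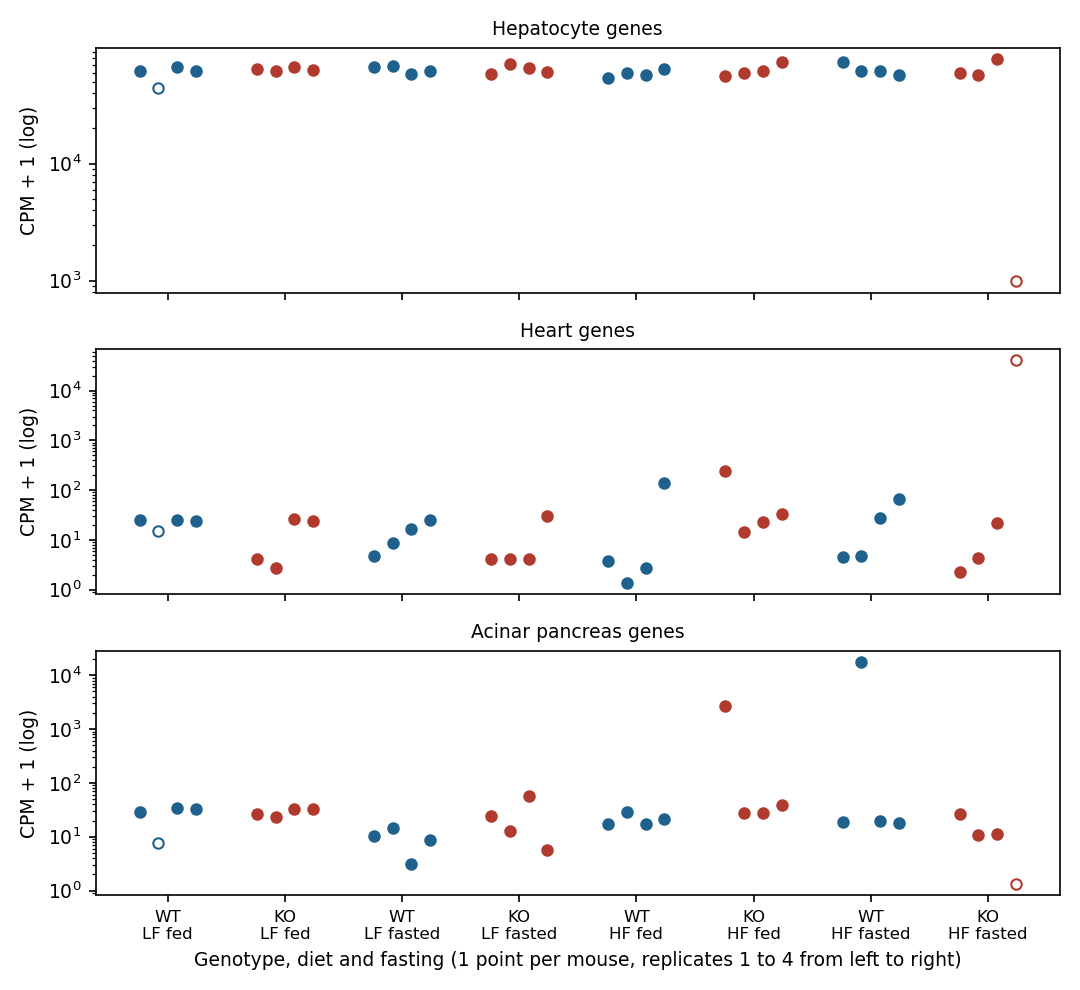
Summed expression of the lists of hepatocyte, heart and acinar pancreas genes in each of the 32 mice, in CPM plus 1 on a log axis, by group. Open symbols are the 2 mice outside the inferred set of 30. KO HF fasted replicate 4 lies at 983 CPM for hepatocyte genes and 40688 CPM for heart genes, and WT HF fasted replicate 2 and KO HF fed replicate 1 lie at 17876 and 2634 CPM for pancreas genes.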

Principle component analysis showed that fasting had a much stronger effect on the transcriptome than the genotype (Supplementary Fig. S8). Through differential gene expression (DGE) analysis, we calculated differences in transcript levels between MCAD-KO and WT mice. A relatively small number of transcripts were affected by the genotype according to the exploratory p-value of <0.01 and the corresponding fold changes were predominantly between 1 and 2 (Supplementary Fig. S9A–D). In addition, the genes in question showed little overlap between the conditions (Figs 5A,B and S9E,F). 

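At an unadjusted p below 0.01 by edgeR's quasi-likelihood test, 123 of 10366 genes differed between KO and WT in the LF fed condition over the mice of the paper, 50 of them higher and 73 lower in KO. For a test with no differences, 103.66 genes would be expected below this p. In the LF fasted condition 18 of 9639 genes passed (7 higher, 11 lower, 96.39 expected), and in the HF fed condition 74 of 10024 (37 higher, 37 lower, 100.24 expected). In the HF fasted condition 77 of 10413 genes passed (38 higher, 39 lower, 104.13 expected). The numbers with all 32 mice were 86 of 10198 in the LF fed condition (34 higher, 52 lower) and 18 of 10327 in the HF fasted condition (10 higher, 8 lower). With 1 more mouse left out, the numbers over the mice of the paper ran from 52 (without WT replicate 4) to 155 (without KO replicate 3) in the LF fed condition and from 59 to 94 in the HF fasted condition. The fold change lay between 1 and 2 for 75.6% of these genes in the LF fed condition, 27.8% in the LF fasted, 74.3% in the HF fed and 61.0% in the HF fasted condition over the mice of the paper. Over all 32 mice it did so for 61.6% in the LF fed and 22.2% in the HF fasted condition. By this test, most of these genes thus changed by less than 2-fold in the LF fed and HF fed conditions over either set of mice, in the HF fasted condition only over the mice of the paper, and not in the LF fasted condition. This depended on the setting outside the HF fed condition. For LF fed mice over all 32 mice the share was 38.5% with DESeq2, 47.5% with no filter and 41.1% with lane as a term. For HF fasted mice it was 21.1% with the replicate block over the mice of the paper and 64.7% with a filter of at least 10 counts in every mouse over all 32 mice, and for LF fasted mice 56.3% with the replicate block and 97.0% with DESeq2 with a prior. The fold changes of edgeR carry no prior, unlike those of the kind of model the paper used. In one DESeq2 model with a prior over the 30 mice, chosen after the data had been seen, most genes changed by less than 2-fold in every condition. The shares were 83.7% (LF fed), 88.9% (LF fasted), 82.4% (HF fed) and 80.3% (HF fasted).

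At an adjusted p below 0.05 over the mice of the paper, Acadm was the only gene in the LF fasted, HF fed and HF fasted conditions, with 220, 393 and 384 genes at an unadjusted p below 0.05. In the LF fed condition Acadm and B3galt1 passed, B3galt1 with a log2 fold change of -2.12 (standard error 0.33, adjusted p = 0.0107). B3galt1 did not pass over all mice (-1.87, standard error 0.41, adjusted p = 0.839), where WT LF fed replicate 2 had 9.67 CPM. These adjusted calls depended on the setting: over the mice of the paper, no filter called 39 genes in the LF fed, 4 in the LF fasted, 15 in the HF fed and 18 in the HF fasted condition, the replicate block 9 in the LF fed and 5 in the HF fed condition, DESeq2 with a prior 6 in the LF fed condition, and lane as a term 3 in the HF fasted condition, Acadm included. Without KO replicate 3, edgeR called 7 genes in the LF fed condition.

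Of the numbers at an unadjusted p below 0.01, that of the HF fasted condition over all mice rose from 18 to 452 in a model over all 32 mice. Over the mice of the paper, no filter gave 281 genes in the LF fed condition (169.16 expected) and 186 in the HF fasted condition (175.53 expected). The replicate block gave 134 and 38 in these 2 conditions, the latter 26 higher and 12 lower in KO. With lane as a term in the LF fed comparison, 87 genes had an unadjusted p below 0.01 over the mice of the paper, 39 of them shared with the 123, and 56 over all mice, 18 of them shared with the 86.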

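The genes with p below 0.01 were compared between the 6 pairs of conditions, which share no mice. Over the mice of the paper, the pairs shared 11 genes changed in the same direction, counted once per pair, 2 of them higher and 9 lower in KO, where 1.42 would be expected for independent lists. Acadm accounted for 6 of the 11. The other 5 were Socs6 (LF fed and LF fasted, lower), Vangl1 (LF fed and HF fed, higher), Acta2 (LF fasted and HF fed, higher), Nrros (LF fasted and HF fed, lower) and Slco1a4 (HF fed and HF fasted, lower), which are named because they are few. A further 4 genes changed in opposite directions, where 1.41 would be expected. Over all 32 mice the pairs shared 9 genes in the same direction, or 3 without Acadm, where 0.600 would be expected, and 2 in opposite directions. At an unadjusted p below 0.05, the setting that moved the overlap most, 59 genes over the mice of the paper and 51 over all mice were shared in the same direction, against 66 and 57 in opposite directions. For independent lists, 43.8 and 40.1 would be expected in the same direction, and 43.8 and 41.0 in opposite directions.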

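Star (ENSMUSG00000031574, chromosome 8, 25806555 to 25815982), which encodes the steroidogenic acute regulatory protein, had 0, 1, 73 and 52 counts in the 4 KO LF fasted mice and 1, 0, 0 and 0 counts in the 4 WT LF fasted mice. With 14.7 ± 18.3 CPM (SD, n = 4) in KO and every WT mouse at or below 3 counts, the mean was at least 13.4-fold higher in KO. Only 2 of the 4 KO mice lay above every WT mouse (exact permutation test, p = 0.257). Star fell below the count filter of the main test. Without that filter, edgeR gave an adjusted p of 0.882 for Star, and over the other settings run it ranged from 0.0812 to 1.00. Eif4ebp2 (ENSMUSG00000020091, chromosome 10, 61428491 to 61452661), which encodes a binding protein of the translation initiation factor eIF4E, had 34.4 ± 9.21 CPM (SD, n = 4) in KO LF fasted mice and 71.6 ± 10.5 CPM (SD, n = 4) in WT LF fasted mice. The log2 fold change was -1.06 (standard error 0.24, adjusted p = 1.00 over 9639 genes by edgeR). All 4 KO mice lay below every WT mouse (exact permutation test, p = 0.0286). With each mouse left out in turn, the log2 fold change of Eif4ebp2 stayed between -1.16 and -0.89. Its adjusted p was 0.115 to 1.00 over the other settings, except for 0.0212 in one DESeq2 model with a prior on fold changes over the 30 mice of the paper, a setting chosen after the data had been seen.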

Notably, four transcripts were identified as significantly altered by the genotype according to p_adj_ < 0.05; three transcripts for the low-fat fasted condition and one for the high-fat fed condition, respectively (Supplementary Table ST2). 

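Akr1b7 (ENSMUSG00000052131, chromosome 6, 34412334 to 34423142) had 0, 0, 230 and 130 counts in the 4 KO LF fasted mice and 2, 0, 3 and 3 counts in the 4 WT LF fasted mice. KO mice had 42.7 ± 57.0 CPM (SD, n = 4), and with every WT mouse at or below 3 counts the mean was at least 38.97-fold higher in KO. The 2 KO mice above every WT mouse were replicates 3 and 4 (exact permutation test, p = 0.429), the same mice in which Star was detected. Akr1b7 also fell below the count filter, and edgeR without that filter gave it an adjusted p of 0.882. In replicates 3 and 4, the adrenal cortex genes Cyp11a1, Cyp11b1 and Hsd3b1 together had 95.2 CPM (182 counts) and 34.3 CPM (88 counts), against at most 0.444 CPM in the other 6 LF fasted mice.

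**Figure D2:**
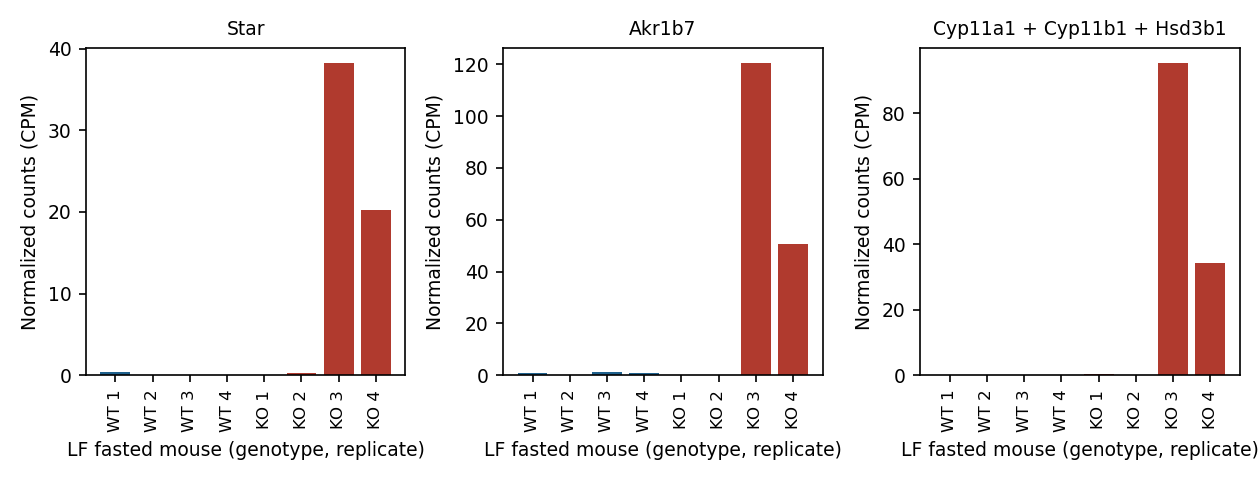
Expression of Star, of Akr1b7 and of Cyp11a1, Cyp11b1 and Hsd3b1 together, in CPM, in each of the 8 LF fasted mice (bars, 1 per mouse). All 3 measures are high in KO replicates 3 and 4 and near 0 in the other 6 mice.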

Interestingly, *Akr1b7*, a gene coding for Aldose reductase-related protein 1, an enzyme that uses NADP^+^, was identified under the low-fat fasted condition. *Acnat2*, which codes for acyl-coenzyme A amino acid N-acyltransferase 2, an enzyme that produces CoA, was identified under the high-fat fed conditions. 

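Acnat2 (ENSMUSG00000060317) lies on chromosome 4 from 49379840 to 49408151. It had 23.5 ± 10.7 CPM (SD, n = 4) in KO HF fed mice and 65.2 ± 7.43 CPM (SD, n = 4) in WT HF fed mice, a log2 fold change of -1.47 (standard error 0.25, adjusted p = 0.126 by edgeR over 10024 genes). Every KO mouse had less Acnat2 than every WT mouse (exact permutation test, p = 0.0286). The log2 fold change ranged from -1.69 to -1.28 when each mouse was left out in turn. The adjusted p fell below 0.05 with DESeq2 (6.8e-04), without the count filter (2.9e-10), with replicate number as a block (0.00143) and without KO replicate 3 (0.0292). It was 0.638 with lane as a term and 1.00 in the edgeR model over all 32 mice, the highest value among the settings run. In the LF fed condition Acnat2 had 16.6 ± 6.86 CPM (SD, n = 4) in KO and 13.6 ± 5.41 CPM (SD, n = 3) in WT over the mice of the paper, and 13.9 ± 4.45 CPM (SD, n = 4) in WT over all mice. WT LF fed replicate 2 had 14.7 CPM and KO HF fasted replicate 4 had 0 counts.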

As metabolic gene expression changes can be small and to nevertheless identify functional metabolic differences between the KO and WT, pathway analysis may be more insightful.

**Figure 5:**
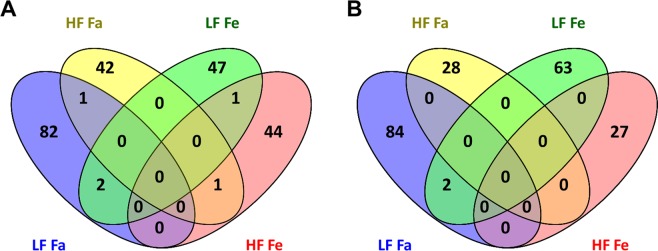
Venn diagrams showing overlap between conditions of upregulated (**A**) and downregulated (**B**) genes between WT and KO for a p < 0.01. The depicted results are based on the DeSeq2 method.

#### Gene-set enrichment analysis revealed differentially expressed gene sets between WT and KO mice

Gene-set enrichment analysis (GSEA) determines whether the members of predefined sets of functionally related genes are predominantly found at the top or bottom of the list of genes ranked according to the t-value corresponding to their differential expression. We applied GSEA with a focus on metabolism. To this end we used a metabolic gene-set collection consisting of the KEGG (Kyoto Encyclopedia of Genes and Genomes) metabolic gene set collection complemented with sets coding for enzymes that have CoASH or NAD(P)(H) as a substrate or product, respectively (Supplementary Table ST3). 

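Of the metabolic collection, 4 gene sets are listed in full in Supplementary Tables ST3 and ST10 and were tested: CoA (183 of 199 genes in the count table), NAD(P)(H) main (343 of 363), NAD(P)(H) redox (301 of 321) and purine metabolism (159 of 179). All 321 NAD(P)(H) redox genes are also in the NAD(P)(H) main set, and 14 genes are in both the CoA and the NAD(P)(H) main sets. The other KEGG sets were not analysed here as whole sets. Genes were ranked by the moderated statistic of limma voom and tested by preranked enrichment with 10000 random gene sets, with p-values adjusted over the 16 tests of 4 sets in 4 conditions. In the LF fasted condition, the normalized enrichment scores were -1.07 for CoA (145 genes tested), 1.07 for NAD(P)(H) main (251), 1.12 for NAD(P)(H) redox (220) and 1.13 for purine metabolism (102), with adjusted p from 0.358 to 0.403. In the HF fed condition they were 0.82 for CoA (146), -1.18 for NAD(P)(H) main (256), -1.34 for NAD(P)(H) redox (224) and 0.86 for purine metabolism (109). The smallest adjusted p in this condition was 0.130, for NAD(P)(H) redox (unadjusted p = 0.0244 from the random gene sets). With lane as a term in the voom fit, 2 of the 4 sets passed an adjusted p of 0.05 in the HF fed condition.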

In the low-fat fasted and high-fat fed condition no metabolic gene set was up- or downregulated compared to WT with a false discovery rate (FDR) of <0.25. 

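In the LF fed condition over the mice of the paper, the 4 complete sets had normalized enrichment scores of -1.07 for CoA, -1.003 for NAD(P)(H) main, -1.05 for NAD(P)(H) redox and 1.13 for purine metabolism, with adjusted p from 0.358 to 0.516. With all 32 mice the scores were 1.12, 1.54, 1.59 and 0.86, so that the direction changed for the first 3 sets with WT LF fed replicate 2, and both NAD(P)(H) sets then passed with an adjusted p of 0.00271 from random gene sets. That p does not account for variation between mice. When all LF fed mice were split in all 35 ways into groups of the same sizes, 25 splits gave a score as large in size for NAD(P)(H) main. For NAD(P)(H) redox 23 splits did so. The remaining sets were examined through the genes that the study lists as contributing to them (Supplementary Tables ST4 and ST5). These lists were picked by the study on the same mice, so that their direction in these data is no independent evidence. For each list, the median log2 fold change was set against 10000 random lists matched on mean expression, and the mean of log2 CPM per mouse, centred per gene, was compared between KO and WT by an exact permutation test. Of the 2 lists stated as higher in KO, the 3 genes of taurine and hypotaurine metabolism had a median log2 fold change of 0.50 (p = 0.114) over the mice of the paper and 0.33 (p = 0.171) over all mice, and the 10 genes of xenobiotic metabolism by cytochrome P450 had 0.21 (p = 0.0571) and 0.26 (p = 0.0857), by the exact permutation test. Of the lists stated as lower, the TCA list (6 genes) had a median of -0.26 over either set of mice (p = 0.0857 and 0.143, exact), the histidine list (6 genes) of -0.42 and -0.41 (p = 0.0857 and 0.0286, exact) and the sulfur list (6 genes) of -0.31 and -0.27 (p = 0.0571 and 0.286, exact). Single mice moved these medians: without WT replicate 4 that of the sulfur list was -0.20 over the mice of the paper and -0.12 over all mice. For the histidine list it was -0.31 without WT replicate 4 over the mice of the paper and -0.22 without KO replicate 2 over all mice. The list of other types of O-glycan biosynthesis (6 genes tested) had medians of -0.23 and -0.31, and that of glycosphingolipid biosynthesis, lacto and neolacto series (5 genes), of -0.32 and -0.23. With 1 mouse left out of all mice, the glycosphingolipid median ran from -0.42 (without KO replicate 2) to -0.12 (without KO replicate 3). The xenobiotic median then ran from 0.14 (without WT replicate 4) to 0.27 (without KO replicate 4).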

In the low-fat fed condition 2 gene sets were upregulated and 10 were downregulated (Table 1). 

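In the HF fasted condition, the contributing genes listed in Supplementary Table ST6 were taken in the same way. Over the mice of the paper, the 51 genes of oxidative phosphorylation had a median log2 fold change of -0.14, with 48 of them lower in KO (exact permutation test of the mean per mouse, p = 0.0286). Over all 32 mice the median was 0.42 with 9 genes lower (p = 1.00, exact), the only one of the 20 lists of Supplementary Tables ST4 to ST6 whose median changed its direction with KO HF fasted replicate 4. The 25 genes of steroid hormone biosynthesis had a median of -0.24 over the mice of the paper and -0.63 over all mice (p = 0.0571 for both, exact), with the largest decrease for Cyp17a1 (-1.05 and -1.43). The 3 genes of taurine and hypotaurine metabolism had medians of -0.19 and -0.56 (p = 0.0857 and 0.0571, exact).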

In the high-fat fasted condition 8 gene sets were downregulated. In the low-fat fed condition, the “Pyruvate metabolism” and “Fatty-acid biosynthesis” gene sets were significantly downregulated (FDR < 0.05, Table 1). 

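The contributing list of pyruvate metabolism holds 13 genes, all of which were lower in KO LF fed mice over either set of mice. Its median log2 fold change was -0.44 over the mice of the paper, below all of the 10000 random lists, and each of the 4 KO mice had a lower mean than every one of the 3 WT mice (exact permutation test, p = 0.0571). Over all mice the median was -0.30, and 2 of the 4 KO mice lay below every WT mouse (p = 0.114, exact). The log2 fold changes ranged from -0.88 for Acaca to -0.20 for Mdh2 over the mice of the paper. The list of fatty-acid biosynthesis holds 6 genes, again all lower in KO, with a median of -0.61 over the mice of the paper (p = 0.171, exact) and -0.39 over all mice (p = 0.314, exact). WT mice differed more among themselves here: 2 of the 4 KO mice lay below every WT mouse of the paper. Leaving out WT replicate 3 moved the median from -0.61 to -0.48 over the mice of the paper and from -0.39 to -0.22 over all mice. Acaca is in both lists.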

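Among the lists related to lipids, the 13 genes of fatty-acid metabolism had a median log2 fold change of -0.37 over the mice of the paper and -0.36 over all mice, all 13 lower in KO LF fed mice. The 15 tested genes of the biosynthesis of unsaturated fatty acids had medians of -0.30 over either set, with 15 and 14 genes lower. For both lists, all 4 KO mice lay below every WT mouse in either set (exact permutation test, p = 0.0286). Scd1 had the largest decrease over the mice of the paper (-0.93), and Scd2 over all mice (-2.18). The 5 genes of the synthesis and degradation of ketone bodies had medians of -0.38 (p = 0.0571, exact) and -0.30 (p = 0.0286, exact), with the largest decrease for Oxct1 (-1.19 and -1.48).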

The other gene sets with an FDR of <0.25 suggest a potential downregulation of lipid-related metabolism (see underlined gene sets in Table 1). Zooming into these gene sets, we observed that in 6 out of the 12 gene sets, the genes involved in CoA and NAD(P)(H) metabolism were overrepresented among the differentially regulated genes, as quantified by Risk Ratios (Table 1 and Supplementary Tables 4, 5).

**Table 1:** Up- and downregulated metabolic gene sets in KO compared to WT based on the GSEA method.

*Upregulated gene sets*			
**LF Fed**			
Metabolism of xenobiotics by cytochrome P450	*		
Taurine and hypotaurine metabolism	*		
***Downregulated gene sets***			
**LF Fed**		**HF Fasted**	
**Pyruvate metabolism**		**Metabolism of xenobiotics by cytochrome p450**	
**Fatty acid biosynthesis**		**Drug metabolism - cytochrome p450**	
**Sulfur metabolism**		**Glutathione metabolism**	
Histidine metabolism		NAD(P)(H) main	
Synthesis and degradation of ketone bodies	*	Steroid hormone biosynthesis	*
Other types of o-glycan biosynthesis		NAD(P)(H) redox	
Biosynthesis of unsaturated fatty acids	*	Oxidative phosphorylation	*
Fatty acid metabolism	*	Taurine and hypotaurine metabolism	
Citrate cycle (TCA cycle)	*		
Glycosphingolipid biosynthesis - lacto and neolacto series			

Downregulated and upregulated gene sets comprise gene sets that are downregulated and upregulated, respectively, in KO compared to WT. Gene sets depicted here have an FDR of <0.25 (explorative) and gene sets in bold have an FDR of <0.05 (statistically significant). *Gene sets in which CoA and NAD(P)(H) genes are overrepresented in the list of contributing genes. Underlined are lipid-metabolism-related gene sets. The exact risk ratios and the list of contributing genes are given in ST7–9.

In the high-fat fasted condition, metabolism of xenobiotics by cytochrome p450, drug metabolism – cytochrome p450, and glutathione metabolism were significantly downregulated (FDR <0.05). 

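Over the mice of the paper, 20 of the 21 contributing genes of xenobiotic metabolism by cytochrome P450 were lower in KO HF fasted mice, with a median log2 fold change of -0.30. For drug metabolism by cytochrome P450, 19 of 20 genes were lower with a median of -0.36, and for glutathione metabolism 18 of 18 with a median of -0.29. Each median lay below all 10000 random lists. The KO mice did not separate from the WT mice: 2 of the 3 KO mice of the paper lay below every WT mouse, with exact permutation p of 0.171, 0.171 and 0.143. With all 32 mice the medians were -0.62, -0.61 and -0.57, each with an exact permutation p of 0.0857. The lists share genes, and Gstm3 had the largest decrease in all 3 (-0.87 over the mice of the paper, -1.28 over all mice). The largest increases were those of Ugt2b35 (0.51) over the mice of the paper and of Idh2 (2.31) and Mgst3 (2.10) over all mice. An acute-phase response was seen in 1 of the 3 KO mice of the paper, replicate 3, whose acute-phase genes lay 1.45 log2 units above the mean of the HF fasted mice.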

Notably, these three gene sets are all related to detoxification. 

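The complete CoA and NAD(P)(H) sets were tested in the HF fasted condition. Over the mice of the paper, the normalized enrichment scores were -1.57 for NAD(P)(H) main (adjusted p = 0.00365 from random gene sets), -1.61 for NAD(P)(H) redox (0.00362), -1.23 for CoA (0.249) and -1.29 for purine metabolism (0.249). The scores with all 32 mice were -1.83 and -1.82 (0.00151 for both), -1.52 (0.0247) and -1.17 (0.311), so that the CoA set passed only with KO HF fasted replicate 4. The direction depended on the ranking: by the signed square root of edgeR's F statistic over all mice, NAD(P)(H) main had a score of 0.90 and NAD(P)(H) redox of 0.95. Tests that take the correlation between genes into account called fewer sets: camera with a correlation of 0.01 called 0 of the 4 sets over all mice (adjusted p = 0.0797 for CoA and both NAD(P)(H) sets), and fry called 1, purine metabolism. These values by the F statistic, camera and fry include KO HF fasted replicate 4. They therefore cannot decide whether the calls over the mice of the paper hold. Splitting the mice of the paper in all 35 ways into groups of the same sizes gave a score as large in size in 7 splits for NAD(P)(H) main and in 9 for NAD(P)(H) redox. Among the genes the study lists as contributing, 94 of 97 tested genes of NAD(P)(H) main were lower in KO with a median log2 fold change of -0.21 (exact permutation test, p = 0.0286), and 49 of 49 of NAD(P)(H) redox with a median of -0.27 (p = 0.0857, exact). Over all mice the medians were -0.48 and -0.61.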

In the wider collection of downregulated gene sets (FDR <0.25) we also found that CoA- and NAD(P)H-related genes were substantially overrepresented among the genes that contributed to the downregulated gene sets. (Tables 1 and ST6).

We also performed GSEA on the microarray dataset of fed and 12-hr-fasted MCAD-KO and WT mice from Herrema *et al*.^27^, as described in Materials and Methods. Four gene sets were upregulated and 8 were downregulated, all with an FDR between 0.05 and 0.25 (Supplementary Table ST7). The results confirm the gene set enrichments in lipid metabolism and pyruvate metabolism found in our study. Zooming into the 12 gene sets, we found that in 4 out of the 7 gene sets that contain CoA and/or NAD(P)(H) genes (other than the CoA gene set itself), the genes involved in CoA/NAD(P)(H) metabolism were overrepresented among the differentially regulated genes (Supplementary Tables ST8, 9). In summary, GSEA suggested that there was a limited metabolic compensation for the loss of MCAD activity. However, CoASH- and NAD(P)(H)-dependent reactions were overrepresented.

#### Alternative gene set enrichment analysis reveals a role for CoA and NAD(P)(H) metabolism

When searching for mechanisms that compensate for the loss of MCAD activity under multiple conditions, standard GSEA has a limitation. It only identifies gene sets that either contain predominantly upregulated or predominantly downregulated genes, whereas a mixture of up- and downregulated genes in a single gene set may have a strong effect on metabolite concentrations. Therefore, we designed an alternative method to also identify gene sets which are substantially (over)represented in both directions. In addition, we subsequently also identified gene sets that are (over)represented under more than one condition. In short, we created a separate list of upregulated and a separate list of downregulated genes, for each condition (WT vs KO comparison; Supplementary Table ST10). We then ranked gene sets on the basis of their (over)representation in these lists. Subsequently, the gene sets were ranked based on their median ranking over all conditions (see Methods for details and Tables 2, ST11 and ST12 for results). The top 10 gene sets for each direction are shown in Table 2. Particularly NAD(P)(H)- and CoA gene sets were identified at the top of the list with an overrepresentation in both up- and downregulated genes. Moreover, purine metabolism appeared in the top ranking, overrepresented in up- and downregulated genes lists. 

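The study's criterion for this ranking, an absolute log2 fold change above 0.5 with p below 0.1 or any change with p below 0.05, was applied to the edgeR results, and the share of each set was compared with that of all other genes tested by Fisher's exact test, adjusted over the 32 tests of 4 sets, 2 directions and 4 conditions. Over the mice of the paper, 21 genes of the CoA set were called lower and 17 higher in KO, summed over the conditions. The median share of the set was 3.74% for lower genes, against 2.96% of the other genes, and 3.06% for higher genes, against 2.92%. NAD(P)(H) main had 39 lower and 23 higher genes, with median shares of 3.50% against 2.94% and of 2.17% against 2.94%. NAD(P)(H) redox had 37 lower and 19 higher genes, with 3.99% against 2.93% and 2.02% against 2.95%. Over all 32 mice, the median shares were 3.72% lower and 3.09% higher for CoA, 2.16% and 3.51% for NAD(P)(H) main, and 2.47% and 3.79% for NAD(P)(H) redox, against 2.56% to 2.59% of the other genes for lower and 3.34% for higher. The direction in which each NAD(P)(H) set lay above the other genes thus changed between the 2 sets of mice.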

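For purine metabolism, with a median of 109 genes tested, the same criterion called 16 genes lower and 15 higher over the mice of the paper. The median share was 3.67% for lower genes and 3.34% for higher genes, and the share of the other genes was 2.94% and 2.93%. With all 32 mice, 12 genes were called lower (2.73%) and 19 higher (4.66%). The smallest p of this set in any condition was 0.0727 over the mice of the paper and 0.0980 over all mice (Fisher's exact test, unadjusted).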

Since the coenzymes CoASH and NAD(P)^+^ contain a purine building block, these three gene sets directly relate to each other. The lower-ranked gene sets predominantly suggest changes in lipid metabolism (underlined gene sets in Table 2). Together with pyruvate metabolism 6 of these 7 lipid metabolism gene sets belong to the top 50% of gene sets with the highest percentage of genes coding for enzymes that catalyze CoASH or NAD(P)(H) containing reactions (Supplementary Table ST13). Thus, the results of the alternative gene set enrichment analysis corroborate our conclusion that reactions involved in CoA- and NAD(P)(H) metabolism are markedly overrepresented among the differentially expressed genes in the MCAD-KO versus the WT, in both directions.

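Over the mice of the paper, 0 of the 32 tests of these 4 sets passed an adjusted p of 0.05 and 2 had an unadjusted p below 0.05 (Fisher's exact test), and the smallest adjusted p was 0.276, for lower genes of NAD(P)(H) redox in the LF fed condition. The share of the set lay above that of the other genes in 15 of the 32 tests. With all 32 mice, 0 tests passed and 0 had an unadjusted p below 0.05, and 15 shares lay above those of the other genes. With lists from DESeq2 with a prior on fold changes, 25 shares lay above over either set of mice, and 4 tests passed over the mice of the paper and 0 over all mice (5 at an unadjusted p below 0.05 in either). With limma voom 19 shares lay above over either set and 0 tests passed, with 4 and 1 at an unadjusted p below 0.05, and with p below 0.05 as the only criterion, 2 passed over the mice of the paper and 0 over all mice. The background was all genes tested, since the full metabolic collection was not analysed here. The paper used another measure: it ranked sets by the part of the changed genes that lay in each set, with risk ratios against its metabolic collection. It also reports CoA and NAD(P)(H) genes as overrepresented among contributing genes, and an overlap with an earlier microarray dataset. From this evidence and the ranking (Tables 2, ST11 and ST12), the paper concludes that CoA- and NAD(P)(H)-dependent reactions are overrepresented among the genes that differ between MCAD-KO and WT mice in both directions. The tests here do not repeat that ranking.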

**Table 2:** Up- and downregulated metabolic gene sets in KO compared to WT based on the Alternative GSEA method.

Upregulated gene sets		Downregulated gene sets	
NAD(P)(H) main	*,^‡^	**NAD(P)(H) main**	*,^‡^
NAD(P)(H) redox	*,^‡^	**NAD(P)(H) redox**	*,^‡^
Purine metabolism	*,^‡^	CoA gene set	*,^‡^
CoA gene set	*,^‡^	Arachidonic acid metabolism	*,^‡^
Retinol metabolism	*	Purine metabolism	*,^‡^
Steroid hormone biosynthesis	*	***Pyruvate metabolism***	*,^‡^
Glycerolipid metabolism	*	Inositol phosphate metabolism	*
Fructose and mannose metabolism	*	Glycerophospholipid metabolism	*,^‡^
Galactose metabolism	*	Alanine, aspartate and glutamate metabolism	*
Pyrimidine metabolism	*	**Fatty acid metabolism**	*,^‡^

Depicted here are the top 10 gene sets with the most amount of differentially-expressed genes according to the “(|log2(fold change)| >0.5 AND p < 0.1) OR p < 0.05” criteria. *Amount of differentially expressed genes of the given pathway is overrepresented in 2 or more conditions in the given direction. ‡Overlap with the top 15 of the dataset of Herrema *et al*.^27^. Bold: Overlap with GSEA results for the Metabolic gene sets with FDR <25%. Bold and italic: Overlap with GSEA results for the Metabolic gene sets with FDR <5%. Underlined are lipid-metabolism-related gene sets. Additional results are given in Supplementary Tables ST10–13.

#### Validation: *Acot2* expression is elevated in MCAD-KO mice

To validate the RNASeq results, we first checked if the downregulated detoxification pathways affected lipid peroxidation. However, the thiobarbituric acid-reactive species (TBA-RS) assay, which measures malondialdehyde and is an indicator of lipid peroxidation, did not show a significant difference in plasma between WT and MCAD-KO mice (Supplementary Fig. S10).

Among the differentially expressed CoA-related genes, the acyl-CoA thioesterases (Acots) are known to stimulate mFAO^30–33^ and therefore provide a logical link to mFAO defects, such as MCADD. Therefore, we examined the expression of all 15 *Acot* genes^31,32^, for the high-fat and low-fat conditions. 

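Of the 15 Acot genes (Acot1 to Acot13, Them4 and Them5), 9 or 10 passed the count filter in each comparison of 4 fasted with 4 fed mice. In KO mice on the LF diet, 6 of 9 genes were higher in the fasted state at an adjusted p below 0.05, both over all genes tested and adjusted over the list alone: Acot1 (log2 fold change 5.06, standard error 0.35), Acot2 (4.86, 0.62), Acot3, Acot4 (2.24, 0.30), Acot8 (1.44, 0.24) and Acot12 (1.66, 0.22). Acot3 had at most 3 counts in every KO LF fed mouse and was at least 42.7-fold higher in the fasted state. In WT mice on the LF diet, the same 6 genes were higher over the mice of the paper, with log2 fold changes of 4.40 (standard error 0.23) for Acot1, 3.76 (0.64) for Acot2 and 3.60 (0.48) for Acot3. Over all mice, 5 of them remained, Acot2 (1.94, standard error 1.01) did not pass, and Acot13 was lower (-0.42, 0.16), adjusted over the list alone. WT LF fed replicate 2 had 58.3 CPM of Acot2, against 5.30 ± 1.10 CPM (SD, n = 3) in the other WT LF fed mice.

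On the HF diet, 5 of 10 genes were higher in fasted WT mice adjusted over the list alone (Acot1, 2.59; Acot2, 1.56; Acot3, 2.30; Acot4, 1.41; Acot12, 0.82), and 1, Acot12, over all genes tested by edgeR. Over all genes tested, 4 passed with DESeq2, with the replicate block, with no filter and without fasted replicate 2, the mouse with 17876 CPM of pancreas genes, and 0 with lane as a term (5 at an unadjusted p below 0.05). The number was also 0 without fed replicate 1 or 3 and without fasted replicate 1, 3 or 4 (5 at an unadjusted p below 0.05 in each). It was 2 without fed replicate 2 and 1 without fed replicate 4. In KO mice on the HF diet, 6 of 10 genes were higher and Acot7 was lower (-0.68) over the mice of the paper, adjusted over the list alone, and 0 passed over all genes tested, where 7 had an unadjusted p below 0.05. Over all mice, Acot1 (2.44) and Acot2 (3.62) passed. Leaving out fed replicate 1, 3 or 4 of this comparison left 0 genes (2 at an unadjusted p below 0.05 in each), and lane as a term left 1. KO HF fasted replicate 4 had 288 CPM of Acot2, against 42.5 ± 30.2 CPM (SD, n = 3) in the other mice of its group.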

The expression of several of these genes was higher under fasted compared to fed conditions (Supplementary Fig. S11), in accordance with previous results^31^. This is compatible with a role of the ACOT enzymes to stimulate fatty-acid oxidation during fasting. 

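Acot2 (ENSMUSG00000021226, chromosome 12, 83987861 to 83993873) had 164 ± 131 CPM (SD, n = 4, range 45.0 to 346) in KO LF fasted mice and 72.4 ± 45.1 CPM (SD, n = 4, range 33.0 to 134) in WT LF fasted mice, all of them mice of the paper. The log2 fold change was 1.18 (standard error 0.61, adjusted p = 1.00 over all genes tested and 0.246 adjusted over the list alone, by edgeR), a fold change of 2.26. The difference was within the spread between mice: 2 of the 4 KO mice lay above every WT mouse (exact permutation test, p = 0.257). Without KO replicate 1 the log2 fold change was 0.55, and without WT replicate 3 it was 1.67. In these fits that left out 1 mouse each, edgeR's unadjusted p ran from 0.0151 to 0.436 and was below 0.05 in 2 of 8. The other 8 Acot genes tested in this condition had an adjusted p of at least 0.140 over the list alone, the smallest being that of Acot3, with a log2 fold change of 0.81 (standard error 0.30). With lane as a term, 1 of the 9 genes, Acot3, passed adjusted over the list alone. In the HF fasted condition, the log2 fold change of Acot2 was 0.25 over the mice of the paper and 1.65 over all mice, and no Acot gene passed adjusted over the list alone by edgeR, where 0 of 10 had an unadjusted p below 0.05 in either set.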

More interestingly, the most upregulated mitochondrial *Acot* gene in the liver during fasting, *Acot2*, was even further upregulated in the MCAD-KO compared to WT mouse liver in the low-fat fasted state (RNASeq FC of 1.8 and p < 0.05; Fig. 6A) and was also the only gene that was differentially expressed between WT and KO in any of the fasted conditions. This higher expression was also confirmed by quantitative real-time PCR (FC of 2.0 and p = 0.05; Fig. 6B). These results suggest that extra stimulation of the mFAO by the *Acot2* mRNA during fasting may compensate for the limited mFAO capacity in the MCAD-KO mouse.

**Figure 6:**
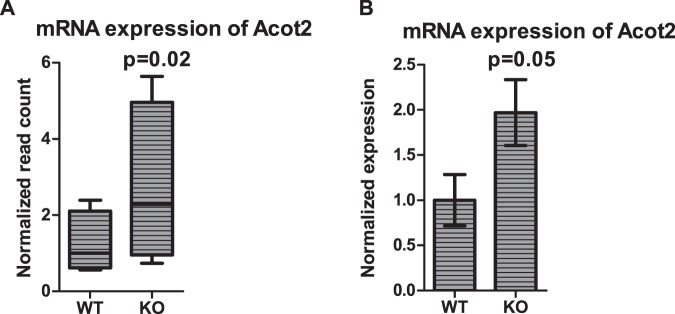
*Acot2* gene expression. *Acot2* gene expression in the LF fasted condition by RNASeq (**A**) and in LF fasted condition by real-time PCR (**B**). The RNASeq results are expressed as normalized read count relative the median normalized read count of the WT mice and are represented as Tukey box and whisker plots (n = 4). The real-time PCR results are expressed as *Acot2* expression relative to the average expression in the WT mice and are represented as bar plot (mean ± SEM) (n = 8).

## Discussion

In this study, we aimed to explore the role of the liver in the MCADD phenotype in the C57BL/6J MCAD-KO mouse model. For this, we generated and analyzed a comprehensive physiological, histological and molecular dataset. The complete loss of MCAD protein led to a 30–40% reduction of the mitochondrial capacity for oxidation of the medium-chain substrate octanoyl-CoA. In principle, LCAD can carry the residual flux in mice, but it has a lower catalytic capacity and affinity for medium-chain substrates^20^. The concentration of LCAD and its short-chain isoenzyme SCAD was not altered in the MCAD-KO mice. In a previous study we have measured the ACAD activity on the acyl-CoA substrates of carbon-chain length C4, C6, C8, C10, C12, C14, and C16^20^. This gave only significant differences between WT and KO on C10-acyl-CoA, suggesting that SCAD, LCAD and VLCAD had no altered activity, despite potential regulation of their activity by acetylation^20^. Together, these results show that LCAD can only compensate partly for the loss of MCAD activity. Nevertheless, as also previously reported, the glucose levels and liver weight were similar between WT and MCAD-KO mice^26,27,34^. A trend towards a hepatic histopathological phenotype was observed in the MCAD-KO mice in the high-fat fasted condition, in agreement with earlier results^26^. This suggests hepatotoxicity as a result of previously observed medium-chain lipid accumulation in MCAD-KO mice^20,26,27^. Medium-chain lipids have been reported to cause oxidative damage^35–40^ and hepatic steatosis^41^, and to impair detoxification mechanisms^42,43^. Interestingly, the transcriptomic data suggest impaired detoxification mechanisms in the MCAD-KO mouse. We could not confirm altered lipid peroxidation in mouse plasma, but oxidative damage to lipids and proteins as well as decreased antioxidant capacity was reported in MCAD-deficient patients^44^. Humans already have less CYP4A and CYP4F genes than mice, which may explain why they are more sensitive. Moreover, the TBA-RS assay measures only malondialdehyde, whereas other lipid peroxidation products may be formed.

Classical and alternative GSEA of the transcriptomics data revealed CoASH and NAD(P)(H) as common denominators distinguishing MCAD-KO and WT mice. Both CoASH and NAD(P)(H) link mFAO to other pathways in metabolism^21–25^. It has been proposed that in deficiencies of CoA ester degradation, including MCAD deficiency, CoA may be sequestered in esters, thereby resulting in low available CoA levels and metabolic collapse including hypoglycemia^25,45^. NAD^+^ has been demonstrated to attenuate or prevent hepatosteatosis and steatohepatitis, increase oxidative metabolism, stimulate mitochondrial biogenesis and prevent mitochondrial stress^21–23,46^. Notably, computational modelling of hepatic mFAO revealed a potential vicious cycle of CoA ester accumulation, CoASH depletion, and mFAO flux decline, which was aggravated by loss of MCAD activity^47^. In the underlying mechanism the CoASH-consuming enzyme medium-chain ketoacyl-CoA thiolase (MCKAT) and the NAD^+^-reducing enzyme medium/short-chain hydroxyacyl-CoA dehydrogenase played a key role^48^. Upregulation of MCKAT and of the mitochondrial [NAD^+^]-[NADH] ratio substantially alleviated this phenotype^48^. This is in agreement with experimental findings that activation of MCKAT by downregulation of its inhibitor p46Shc^49^ and upregulation of NAD^+ ^^50^ stimulate the mFAO flux. Upregulation of the mitochondrial thioesterase (*Acot2*) would lead to enhanced hydrolysis of mitochondrial acyl-CoAs and thereby make free CoA available. Computational modeling suggested that this could stimulate the fatty-acid oxidation under conditions of excessive sequestration of CoA in acyl-CoA esters (not shown). Common transcriptional regulatory mechanisms for genes involved in CoASH- and NAD(P)(H) metabolism are still unknown, as far as we are aware.

A limitation of this study is that biochemical evidence for a role of CoASH and NAD(P)(H) metabolism in the adaptation to loss of MCAD activity was not exhaustively investigated. We have however, as a proof of principle, confirmed differential expression of *Acot2*. ACOT2 is a mitochondrial thioesterase^30,32^ that produces free (non-esterified) CoA. This may serve as a substrate for the mFAO enzymes CPT2 and the abovementioned MCKAT and thereby stimulate mFAO in the absence of MCAD activity. In future studies we expect to study the roles of CoASH and NAD(P)(H) metabolism in the robustness of the MCAD-KO mouse.

## Materials and Methods

### Animals, Experimental design and Tissue sampling

Male MCAD-KO and littermate wild-type (WT) mice on a C57BL/6J background (backcrossed for 10 generations) were housed in a temperature- (21 °C) and light-controlled (12 hrs light) facility and fed commercially available laboratory chow (ABDiets, Woerden, The Netherlands). Mice used in the experimental procedures were 2–4 months of age. All experiments were approved by the Ethics Committee for Animal Experiments of the University of Groningen. From the start of the experiment, mice were fed a low-fat or high-fat semi-synthetic diet (as in D12450B or D12451^51^, Research Diet Services, Wijk Bij Duurstede, The Netherlands, respectively) for 6 weeks, and had free access to drinking water. The high-fat diet contained 45% of calories from palm oil fat, in order to mimic the ratio of saturated to monounsaturated to polyunsaturated fatty acids (40:40:20) in a human diet. Mice were subsequently either fasted for 16 hrs (denoted as ‘fasted mice’) or kept on the diet for these 16 hours (denoted as ‘fed mice’). The food was removed from the fasting mice between 5 and 7 pm, i.e. 0–2 hours before the light was switched off. Blood glucose concentrations were measured during the experiment using a OneTouch UltraEasy® monitor (LifeScan Benelux, Beerse, Belgium). All mice were terminated 16 hours later between 9 and 11 am by cardiac puncture under isoflurane anesthesia. Isoflurane treatment was kept as short as possible (typically less than 3 minutes), which should avoid secondary effects on metabolism^52,53^. After termination the liver was removed quickly, weighed, a piece of the liver freeze-clamped for further analysis, a piece of the liver was immersed in 10% buffered formalin and another piece was fixed and frozen in Tissue-Tek® fixative. Finally, a piece of the left large lobe of the liver was collected in a buffer containing 250 mM sucrose and 10 mM Tris (pH 7.0) and used directly for the isolation of fresh mitochondria. All methods were performed in accordance with the relevant guidelines and regulations.

### Liver histology

Pieces of livers that were fixed in formalin, were processed for paraffin sectioning, and stained with hematoxylin and eosin. Frozen liver sections that were thus fixed in Tissue-Tek® fixative were prepared using standard methods and sections were stained with Oil-Red-O. Slides were examined without knowledge of the diet. The slides were analyzed by board-certified veterinary pathologists, who scored the slides for nonalcoholic fatty liver disease (NAFLD) and NAFLD activity score (NAS) according to Kleiner *et al*.^54^.

### Hepatic triglyceride (TG) concentration

Freeze-clamped liver was crushed in liquid nitrogen and 15% (w/v) homogenates in PBS (pH 7.4) were prepared. Total liver lipids were extracted according to Bligh & Dyer^55^. The extracted lipids were redissolved in 2% Triton-X100 and measured using a commercially available kit for triglyceride (Roche Diagnostics, Mannheim, Germany) according to the manufacturer’s instructions.

### Oxygen consumption rates in fresh liver mitochondria

Mitochondria were isolated from fresh liver tissue according to Mildaziene *et al*.^56^, with the last three centrifugation steps at 800, 7200 and 7200 g instead of 750, 7000 and 7000 g, respectively. Pyruvate-, palmitoyl-CoA (C16-acyl-CoA)- and octanoyl-CoA (C8-acyl-CoA)-dependent oxygen consumption rates in these mitochondria were measured at 37 °C using a two-channel high-resolution Oroboros oxygraph-2k (Oroboros, Innsbruck, Austria) with malate-containing MiR05 buffer (i.e. mitochondrial respiration medium in Table 1 in ref.^57^). To measure the maximal ADP-stimulated oxygen consumption (state 3), 4.8 U ml^−1^ hexokinase, 12.5 mM glucose and 1 mM ATP was added. To measure the resting state oxygen consumption rate (state 4), ADP transport was blocked with 1.25 μM carboxyatractyloside.

### Targeted quantitative proteomics of mitochondrial proteins

A set of >50 mitochondrial proteins involved in substrate transport, oxidative phosphorylation (OXPHOS), mitochondrial fatty-acid β-oxidation, tricarboxylic acid cycle, and antioxidant activity were quantified in isolated mitochondria using isotopically labelled standards (^13^C-labeled lysines and arginines) derived from synthetic protein concatemers (QconCAT) (PolyQuant GmbH, Bad Abbach, Germany) according to Wolters *et al*.^28^.

### RNA isolation, RNASeq analysis and quantitative reverse transcriptase polymerase chain (qRT-PCR)

A description of the RNA isolation, RNASeq analysis and qRT-PCR methods is given in Supplementary Text 1.

### Origin of mixed-background MCAD-KO mice microarray data

Previously published microarray data^27^ (GEO accession number GSE37546) that were used for pattern recognition analysis originate from livers of C57BL/6NTac & 129P2/OlaHsd mixed-background MCAD-KO and littermate wild-type mice. Only microarray data from conditions comparable to those in this study were used, i.e. from mice that were injected with saline and subsequently fasted for 12 hours.

### Pattern recognition on RNAseq and microarray data

#### Gene-set enrichment analysis

Gene-set enrichment analysis (GSEA) was performed according to Subramanian *et al*. 2005^58^ using the GSEA desktop Java application software (version 2.2.4, Broad Institute). Per WT-KO comparison, pre-ranked gene lists containing log2-counts-per-million t-value, together with the RNASeq chip file and the gene set collection of interest were used as input for the application. For the GSEA of the microarray data from studies with the mixed-background mice, the pre-ranked gene lists that contained the Limma t-value^59^ and the.chip file that corresponded to the arrays that were used in the mixed-background studies^60^ were used (mouse4302mmentrezg.chip). GSEA was done for a metabolic gene set collection that consisted of the KEGG metabolic gene set collection (downloaded in R – Version 6.0), complemented with three newly defined gene sets. These gene sets contained genes coding for (i) enzymes that catalyze reactions involving Coenzyme A (CoA gene set), (ii) all reactions involving NAD(P)^+^ and NAD(P)H (NAD(P)(H) gene set), and (iii) enzymes catalyzing only the redox reactions involving NAD(P)(H) (NAD(P)(H) redox gene set) and not, for instance, cofactor biosynthesis reactions. The GSEA desktop Java application software was set to perform 1000 permutations and use weighed enrichment statistic. Furthermore, for each gene set with a false discovery rate (FDR) of <25%, it was also calculated whether CoA and NAD(P)(H) genes were overrepresented in the contributing genes list. This was done by calculating a risk ratio (RR) parameter according to

$$R{R}_{CoA\_NADPH}=\frac{\#C{G}_{CoA\_NADPH}/\#CG}{(\#gene{s}_{CoA\_NADPH}-\#C{G}_{CoA\_NADPH})/(\#genes-\#CG)}$$

and determining whether this value is larger than 1. Here #CG is the number of contributing genes in the gene set of interest, #CG_CoA_NADPH_ is the number of contributing genes in this gene set that are also CoA or NAD(P)(H) genes, #genes is the total number of genes in the gene set and #genes_CoA_NADPH_ is the total number of CoA and NAD(P)(H) genes in the gene set.

#### Alternative gene set enrichment analysis

As an alternative for the classical Gene Set Enrichment Analysis, a list of differentially-expressed genes was made for each WT vs KO comparison, based on the following inclusion criteria: (|log2(fold change)| > 0.5 AND p < 0.1) OR p < 0.05. This represents a compromise between statistical significance (low p value) and biological relevance (large change). We generated separate lists for up and downregulated genes and we generated lists from both the DeSeq2 differential gene expression (DGE) results and the Voom DGE results. We then calculated for each WT-KO comparison, for each metabolic gene set, and for each direction separately, what percentage of the differentially-expressed genes were present in the gene set and the gene sets were subsequently ranked according to this percentage. Gene sets with the same percentage received the same ranking and gene sets with a percentage of zero received the rank corresponding to the number of metabolic gene sets in the metabolic gene set collection. The ranked gene sets were subsequently given an overall rank based on the median of the ranks of the conditions. Furthermore, for each condition, for both up and downregulation, it was determined whether the number of differentially expressed genes of the given gene set is overrepresented in the list of differentially-expressed genes. This was calculated by determining whether the corresponding risk-ratio (RR_gene set_) is larger than 1, according to:

$$R{R}_{geneset}=\frac{\#DE{G}_{metabolic,geneset}/\#DE{G}_{metabolic,all}}{(\#gene{s}_{geneset}-\#DE{G}_{metabolic,geneset})/(\#metabolic\,genes-\#DE{G}_{metabolic,all})}$$

where #DEG_metabolic, all_ is the number of differentially expressed metabolic genes, #DEG_metabolic, gene set_ is the number of differentially expressed metabolic genes belonging to the gene set in question, “#genes_gene set_” is the total number of genes in the gene set and “#metabolic genes” is the total number of metabolic genes, according to the metabolic gene set collection.

### Oxidative damage in plasma

Thiobarbituric acid reactive species (TBA-RS), a measure for malondialdehyde, a parameter of lipid oxidative damage, were determined spectrophotometrically in plasma as performed by Derks *et al*.^44^.

### Hepatic citrate synthase activity

The hepatic citrate synthase activity was determined as performed by Stolle *et al*.^61^.

### Statistical analysis

Differences in Body weight (BW), Blood glucose (BG), liver weight (LW) and oxygen consumption were assessed with ANOVA and post-hoc LSD after log transformation if the data was not normally-distributed. Proteomic data were analyzed by Kruskal-Wallis ANOVA and Mann Whitney U test. *Ppia*-normalized Acot2 mRNA expression data generated by qRT-PCR were assessed for normality and subsequently the differences between WT and KO was assessed by Student’s t-test. These analyses were performed using IBM SPSS Statistics version 22.0 (SPSS Inc., Chicago, IL, USA. The level of significance was set at p < 0.05.

## Supplementary information

Supplementary figures and supplementary text

Supplementary Tables

## Data Availability

The transcriptomic dataset generated during the current study are available on the NCB Geo Profiles repository (GEO Accession Number GSE136309).

# Supplementary material for: Transcriptome analysis suggests a compensatory role of the cofactors coenzyme A and NAD+ in medium-chain acyl-CoA dehydrogenase knockout mice
**Source:** Sci Rep. 2019 Oct 10;9:14539. doi: 10.1038/s41598-019-50758-0
**Supplement:** Supplementary file 1 — Supplementary figures and supplementary text

# Transcriptome analysis suggests a compensatory role of the cofactors coenzyme A and NAD<sup>+</sup> in medium-chain acyl-CoA dehydrogenase knockout mice

## Authors:

Anne-Claire M.F. Martines, Albert Gerding, Sarah Stolle, Marcel A. Vieira-Lara, Justina C. Wolters, Angelika Jurdzinski, Laura Bongiovanni, Alain de Bruin, Pieter van der Vlies, Gerben van der Vries, Vincent W. Bloks, Terry G.J. Derks, Dirk-Jan Reijngoud, Barbara M. Bakker

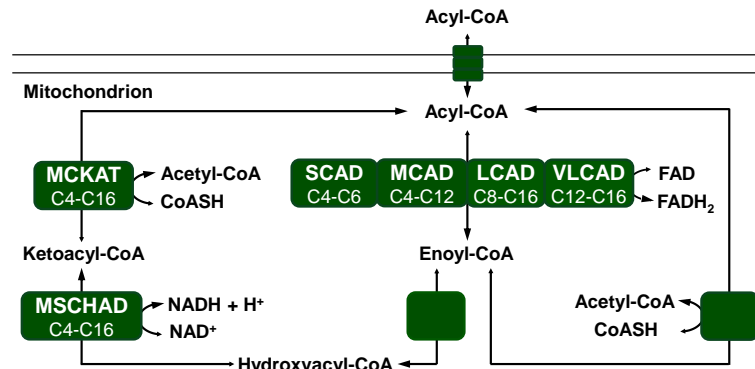

**Supplementary Figure 1. Schematic representation of the murine mFAO pathway.** CoASH: free Coenzyme A; Boxes represent individual enzymes. Only enzymes that are mentioned in the main text are specifically portrayed with a name and chain length specificity; VLCAD, LCAD, MCAD and SCAD: very-long-, long-, medium-, and short-chain acyl-CoA dehydrogenase, respectively; MCKAT: medium-chain ketoacyl-CoA thiolase; MSCHAD: medium/short-chain hydroxyacyl-CoA dehydrogenase. This figure was created by the first author.

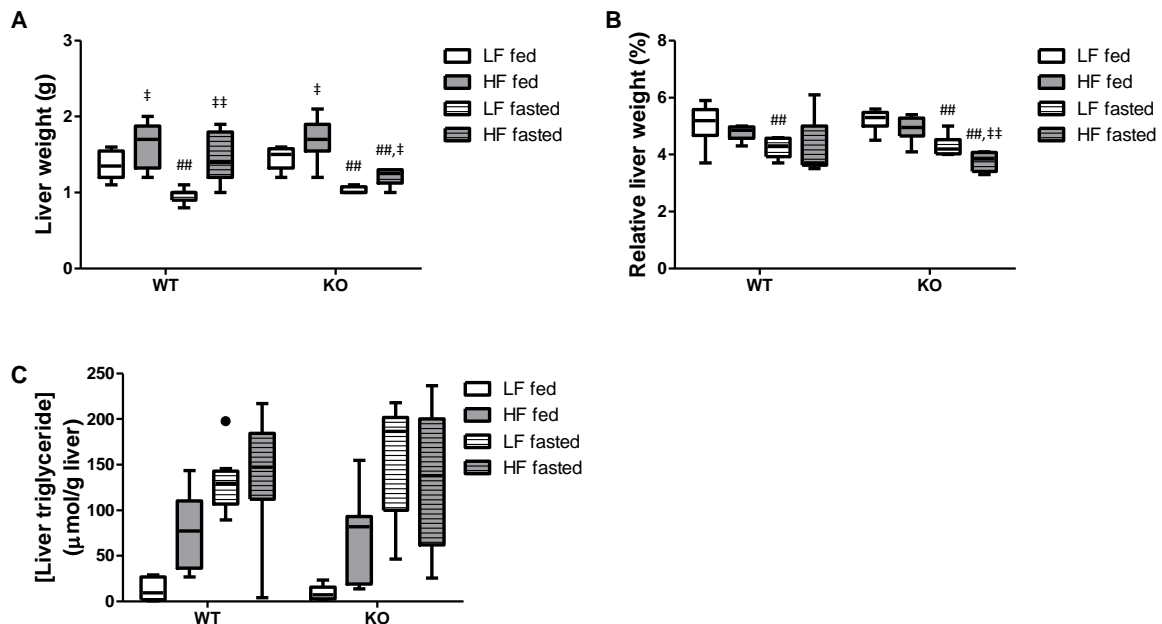

**Supplementary Figure S2. Liver weight (A), relative liver weight (B) and liver triglyceride content (C).** The results are represented as Tukey box and whisker plots, where the black-filled jagged circles indicate individual mice falling outside the 75% percentile plus 1.5-inter-quartile range (IQR) or 25% percentile minus 1.5-IQR. n=6-8 for both WT and KO. \*: p<0.05 compared to WT, # and ##: p<0.05 and p<0.01 compared to fed, respectively, ‡ and ‡‡: p<0.05 and p<0.01 compared to low-fat diet (LF), respectively.

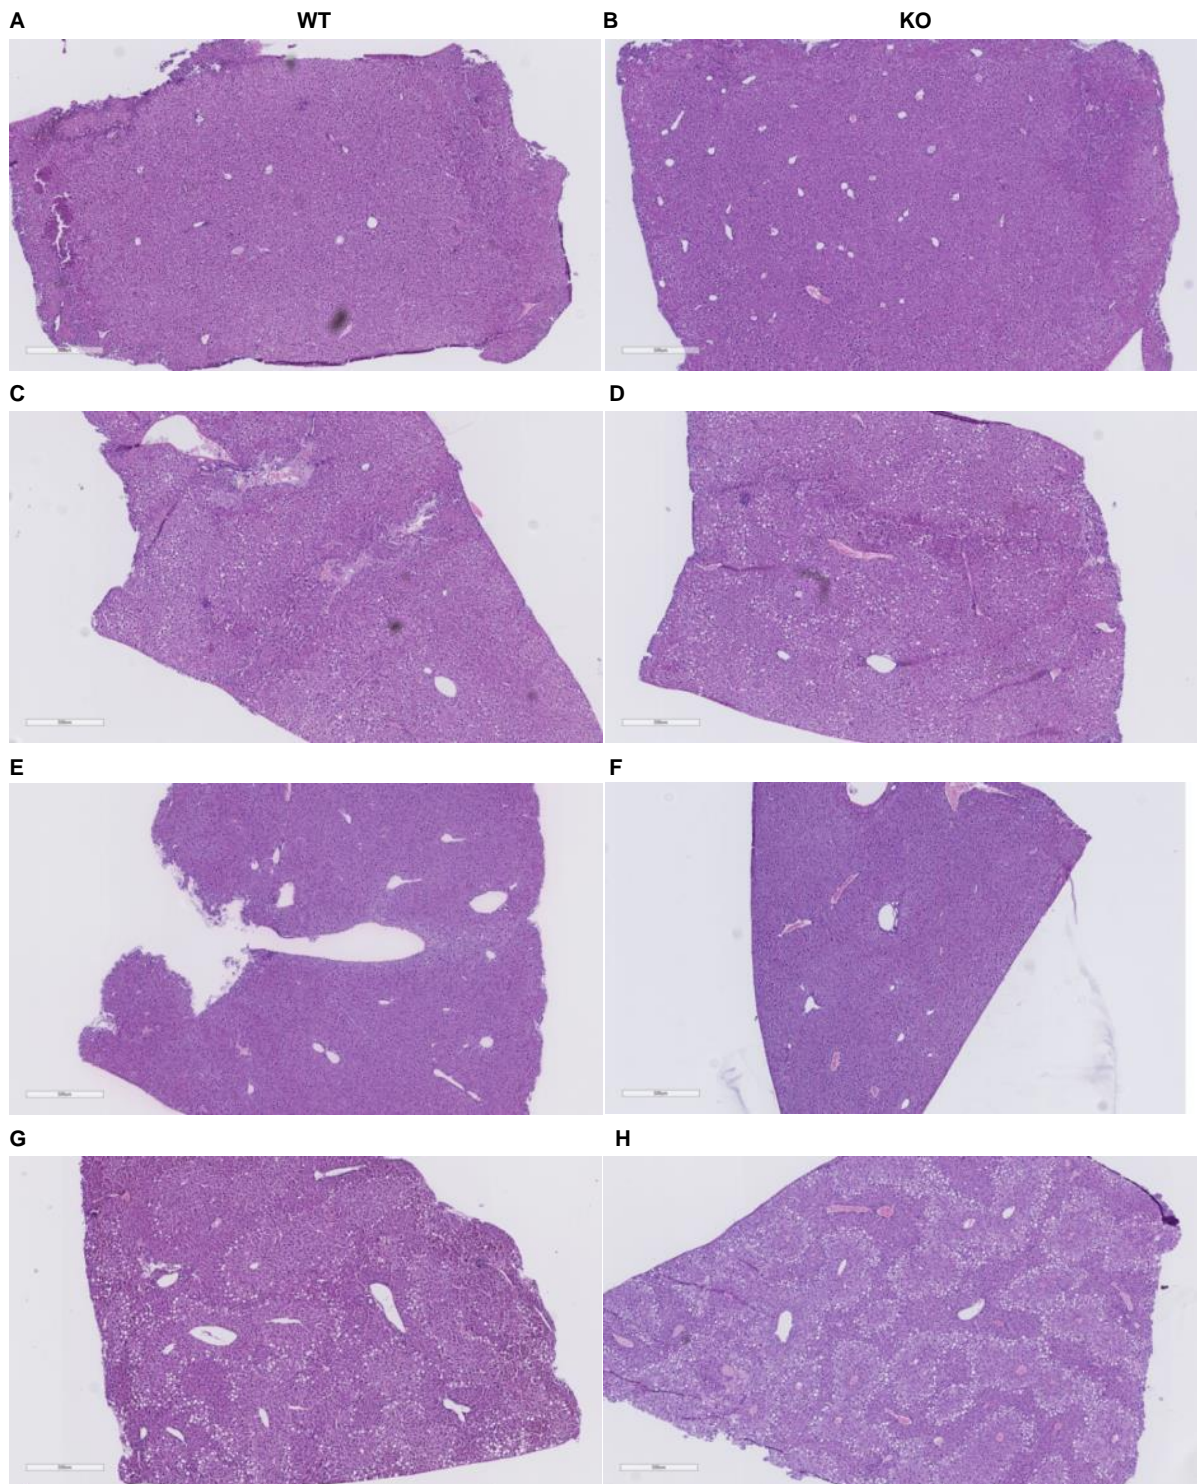

**Supplementary Figure S3. Liver tissue integrity determined by H&E staining.** A-B: Low-fat fed, C-D, High-fat fed, E-F: Low-fat fasted, G-H: High-fat fasted. A, C, E, G: WT. B,D,F, G: KO. Shown here are representative pictures at 1x magnification

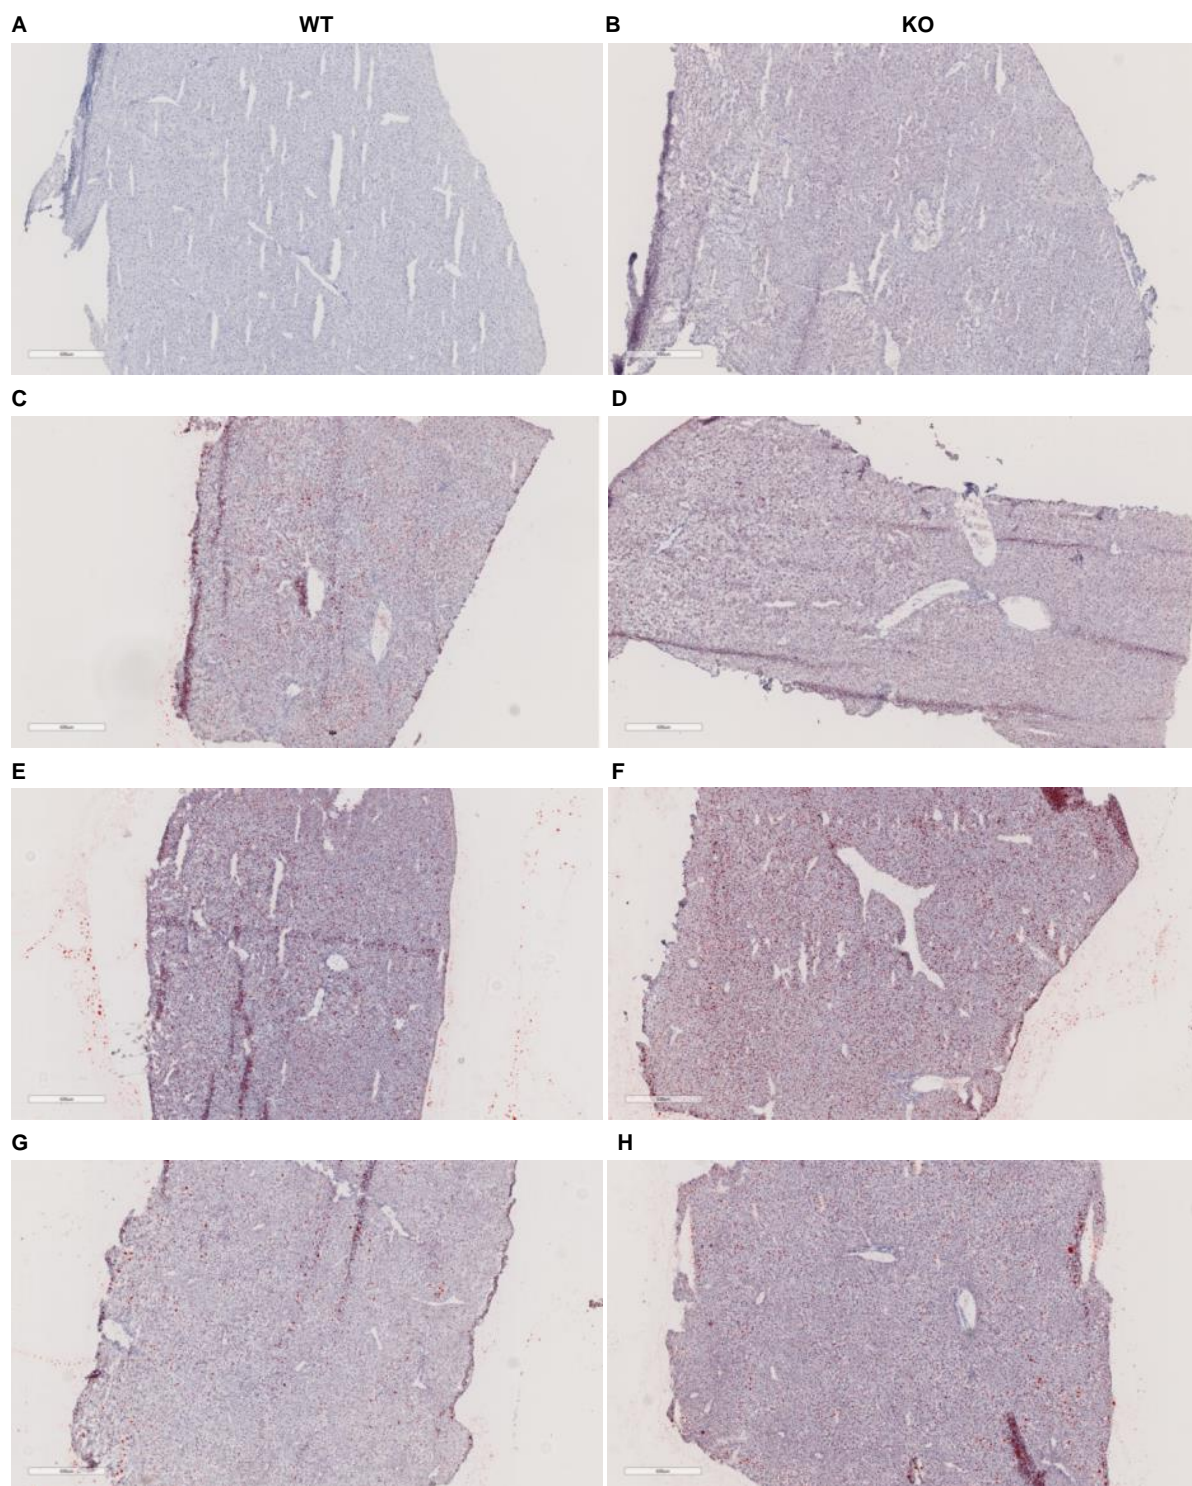

**Supplementary Figure S4. Extent of steatosis determined by Oil Red O staining.** A-B: Low-fat fed, C-D, High-fat fed, E-F: Low-fat fasted, G-H: High-fat fasted. A, C, E, G: WT. B,D,F, G: KO. Shown here are representative pictures at 1x magnification

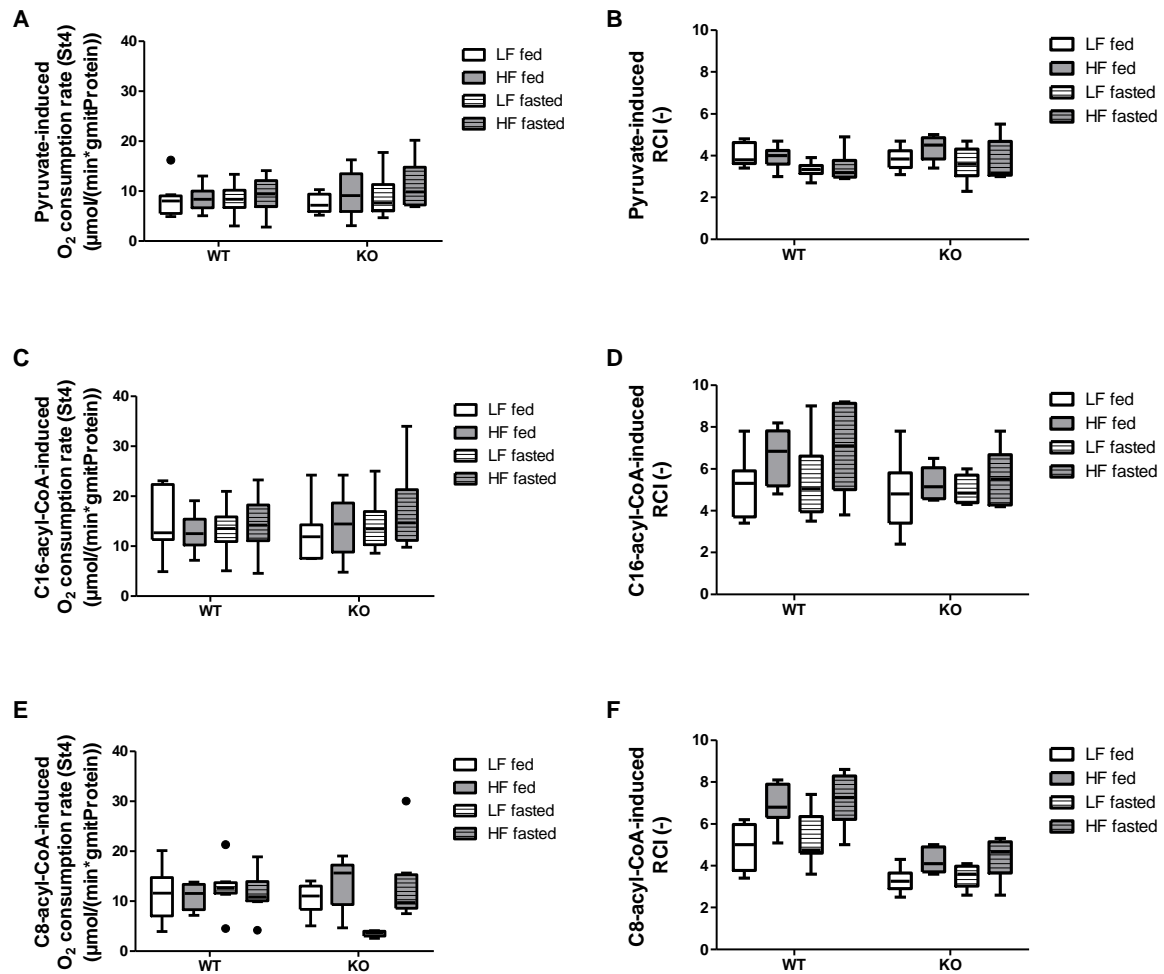

**Supplementary Figure S5. Pyruvate- (A-B), C16-acyl-CoA – (C-D) and C8-acyl-CoA-induced (E-F) state 4 oxygen consumption flux (A,C,E) and RCI (B,D,F) in liver mitochondria.** State 4 is the basal oxygen consumption. RCI is the respiratory control index, calculated as State 3  $O_2$  consumption rate divided by State 4  $O_2$  consumption rate. The results are represented as Tukey box and whisker plots, where the black-filled jagged circles indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n=6 for both WT and KO. LF: Low-fat, HF: High-fat, RCI: Respiratory control index; this is calculated by dividing the  $O_2$  consumption rate in State 3 by the  $O_2$  consumption rate in State 4.

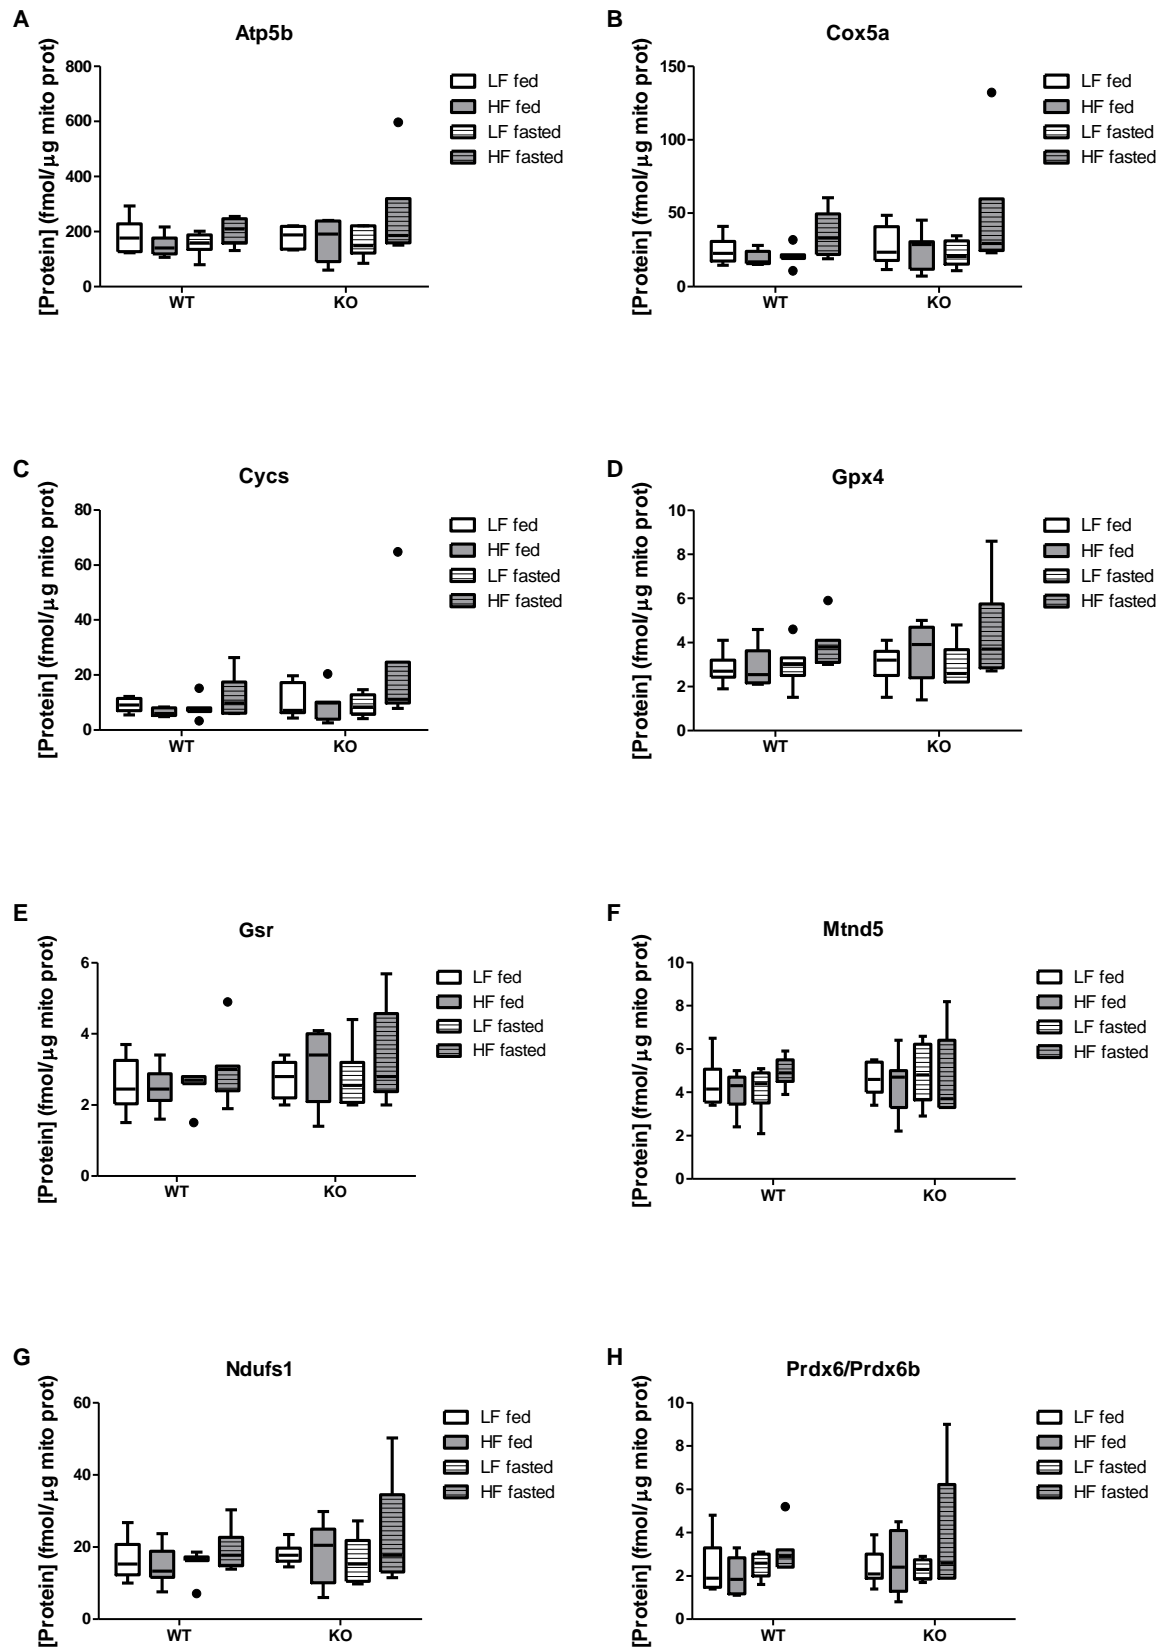

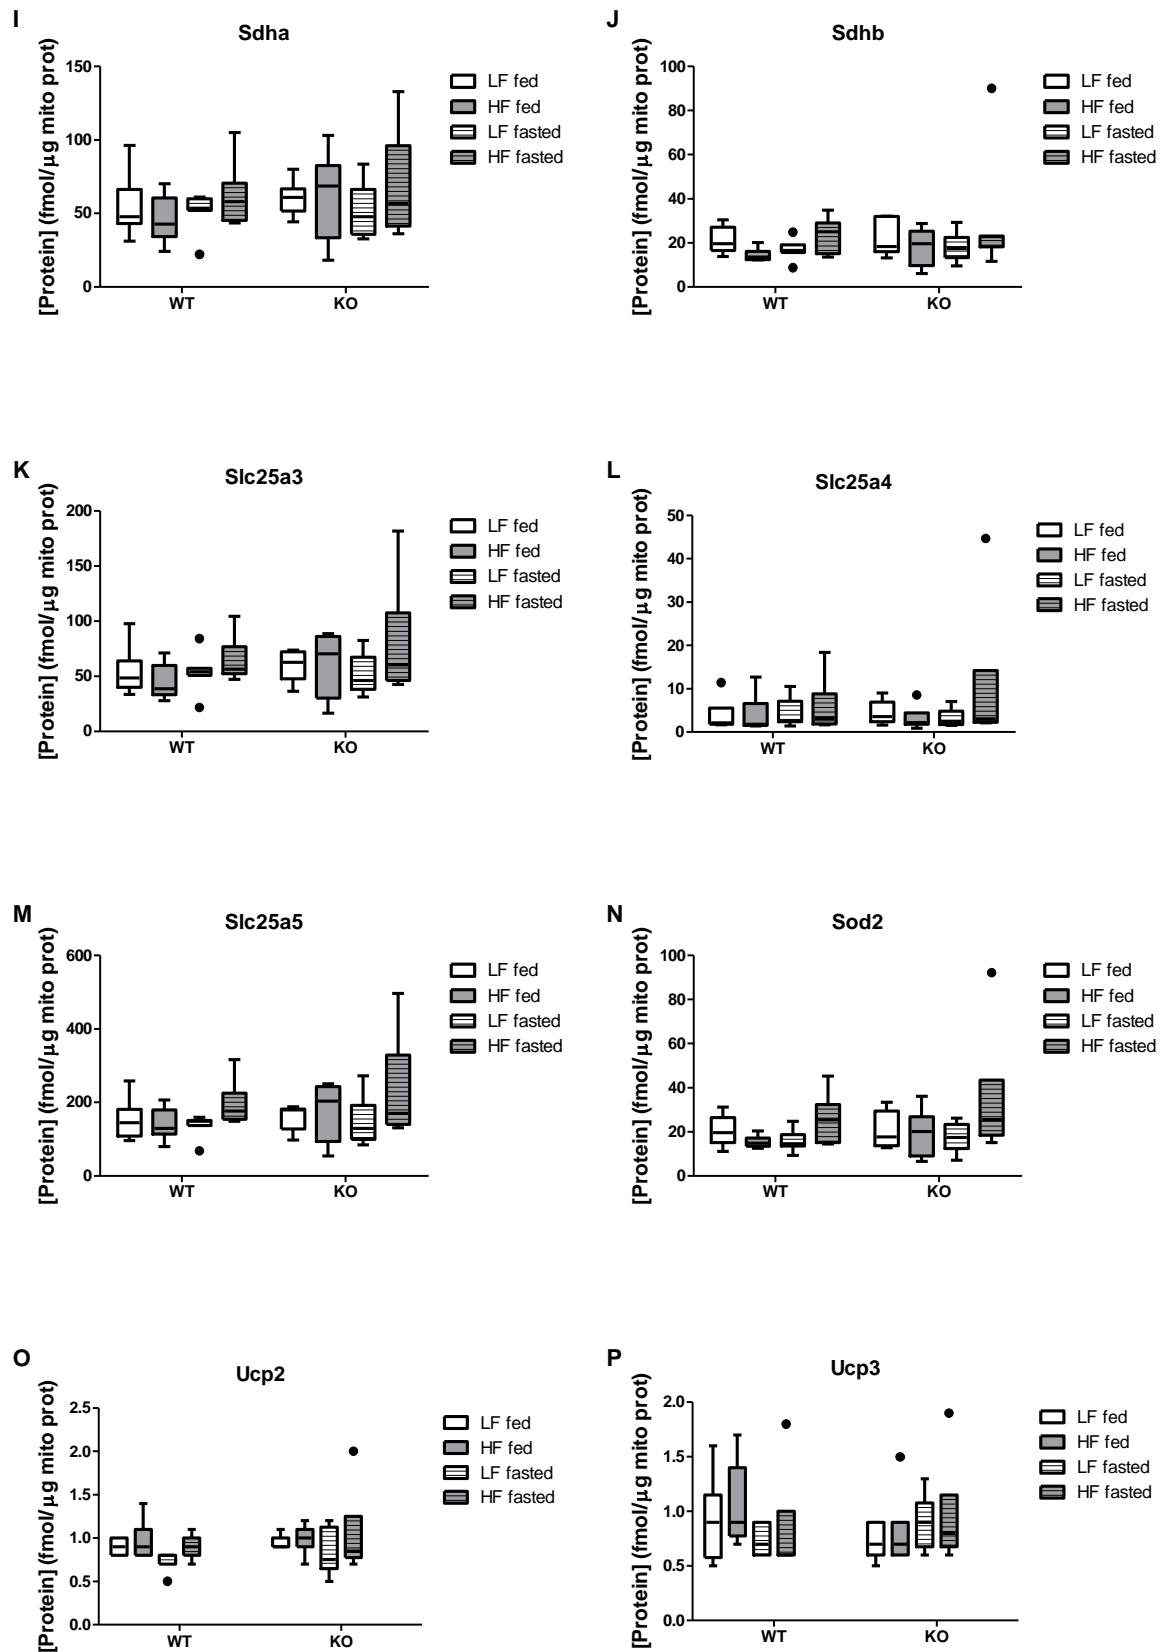

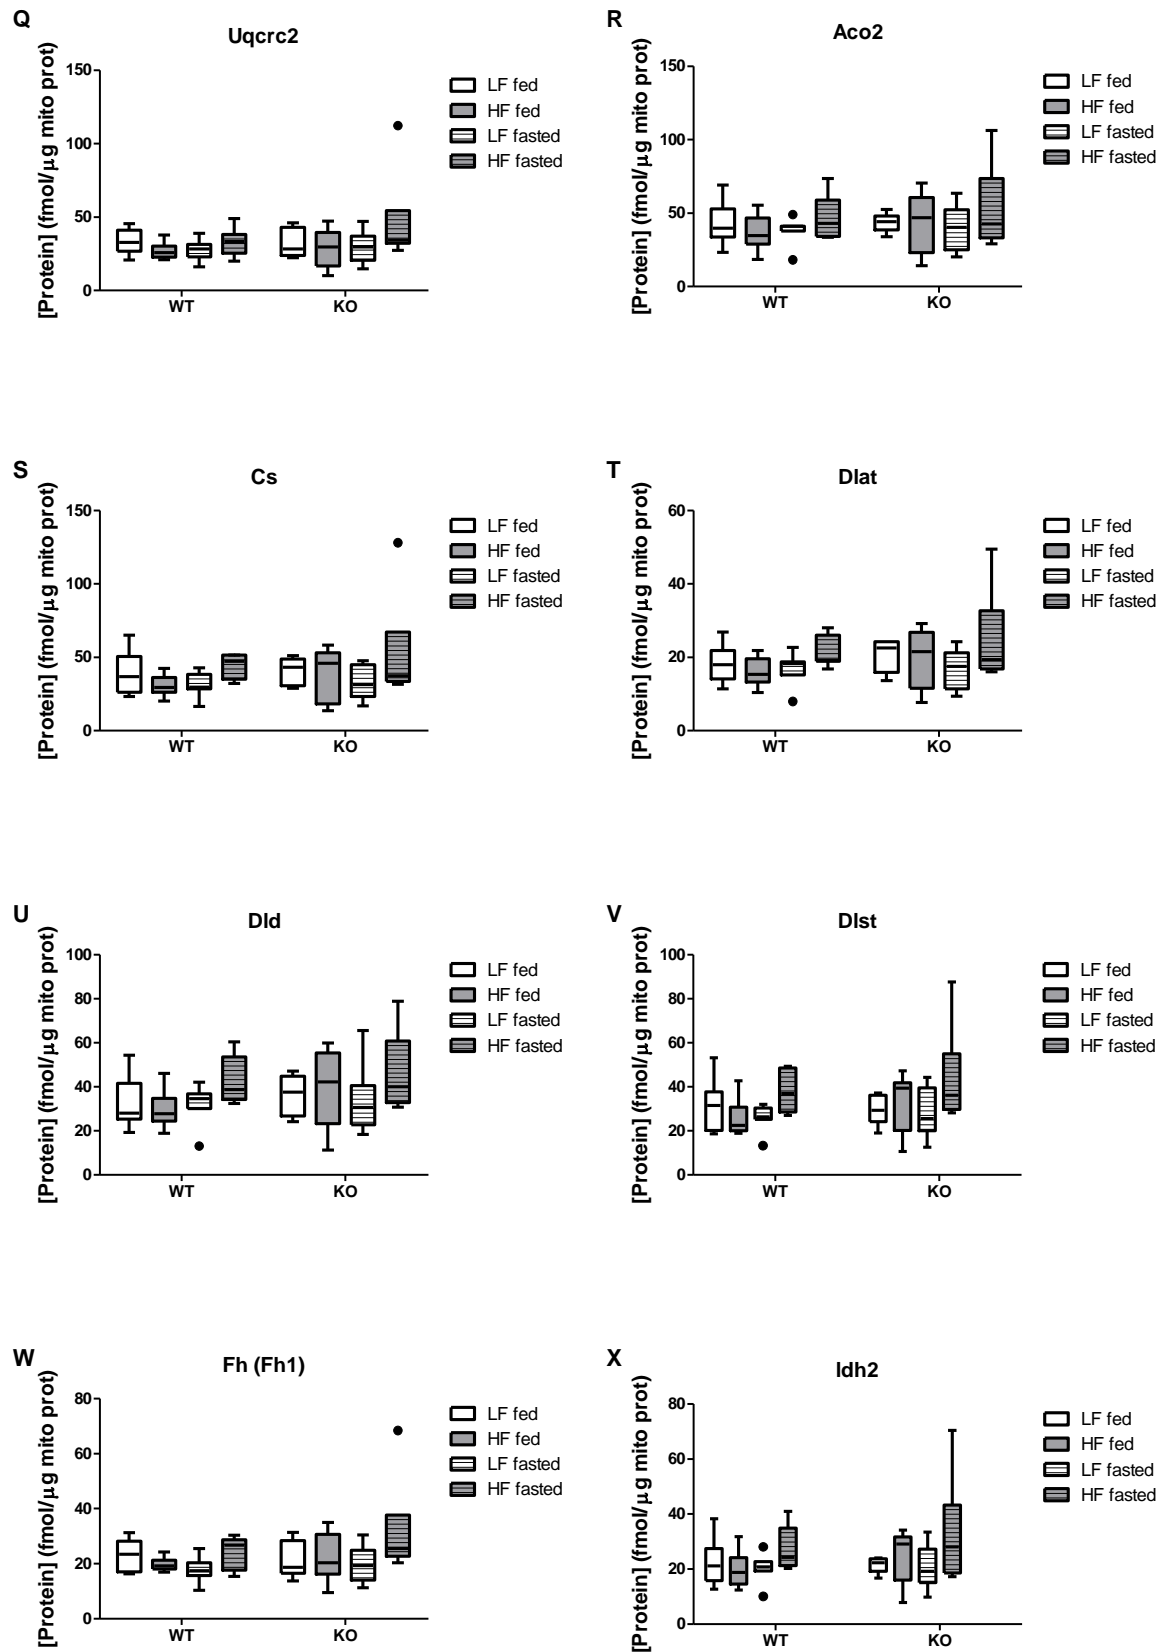

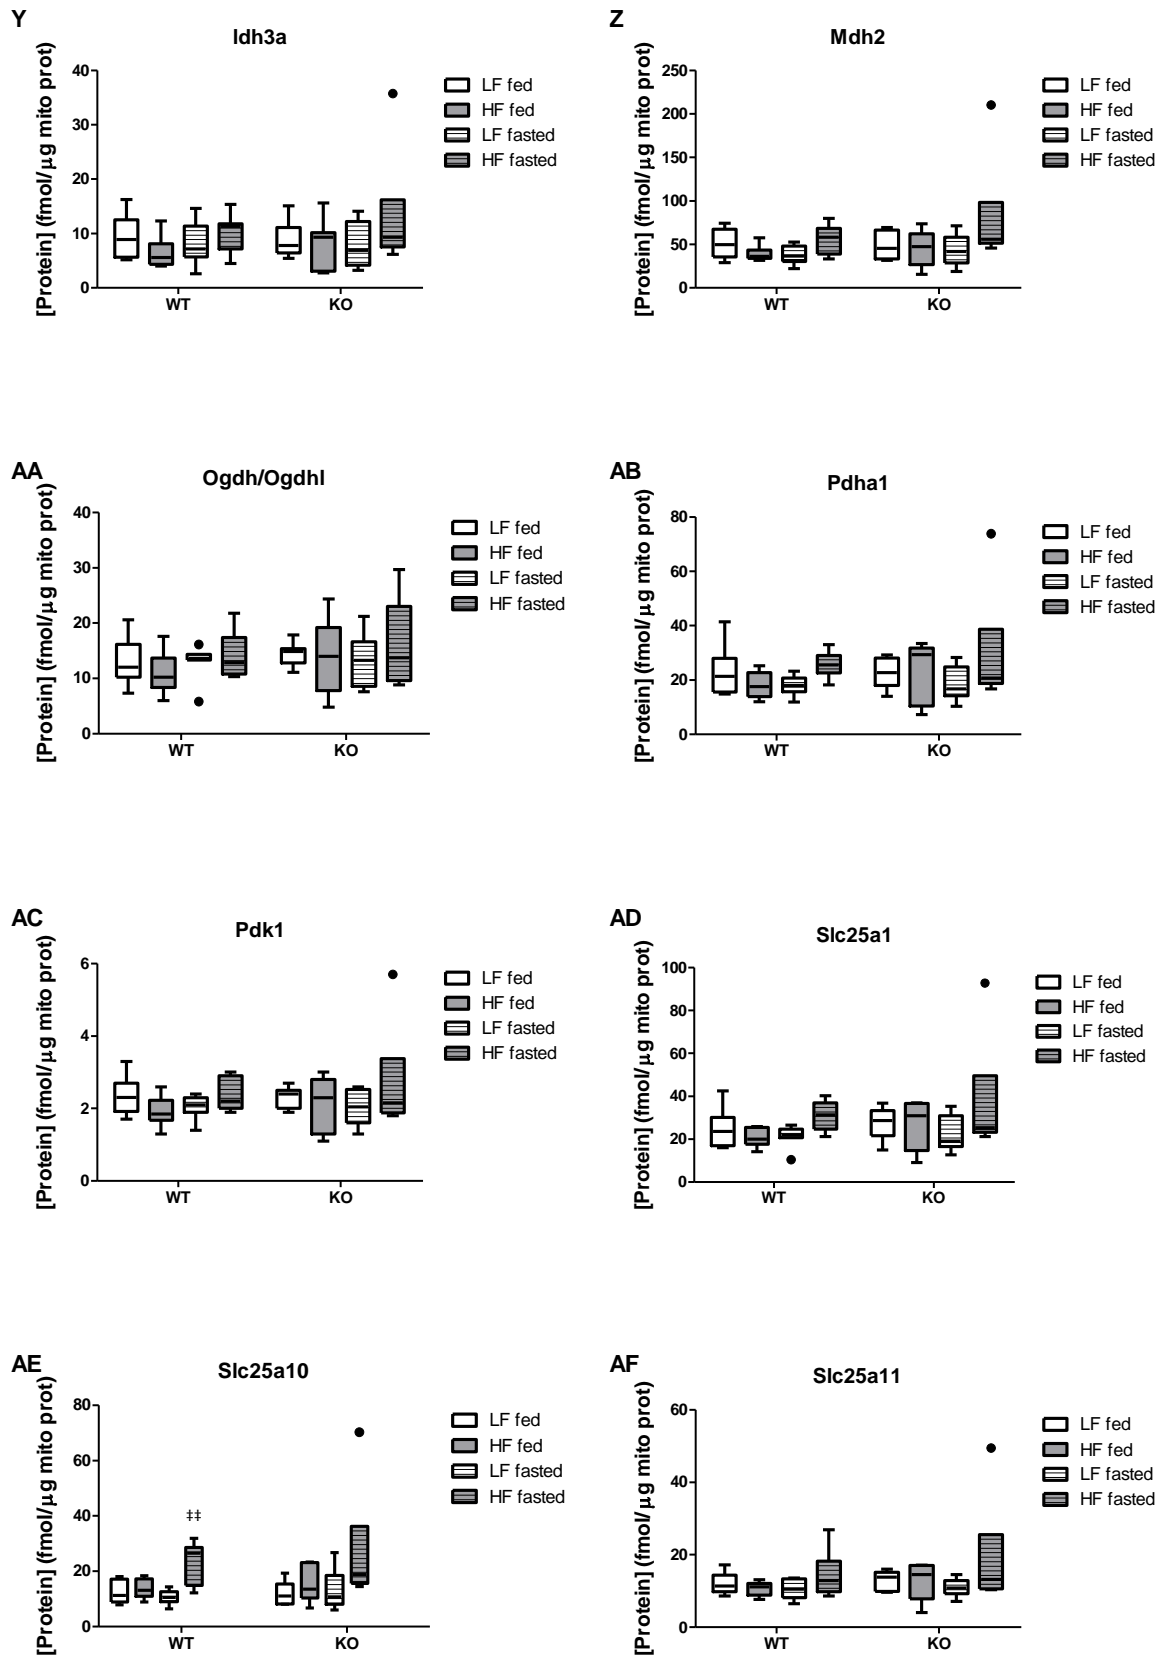

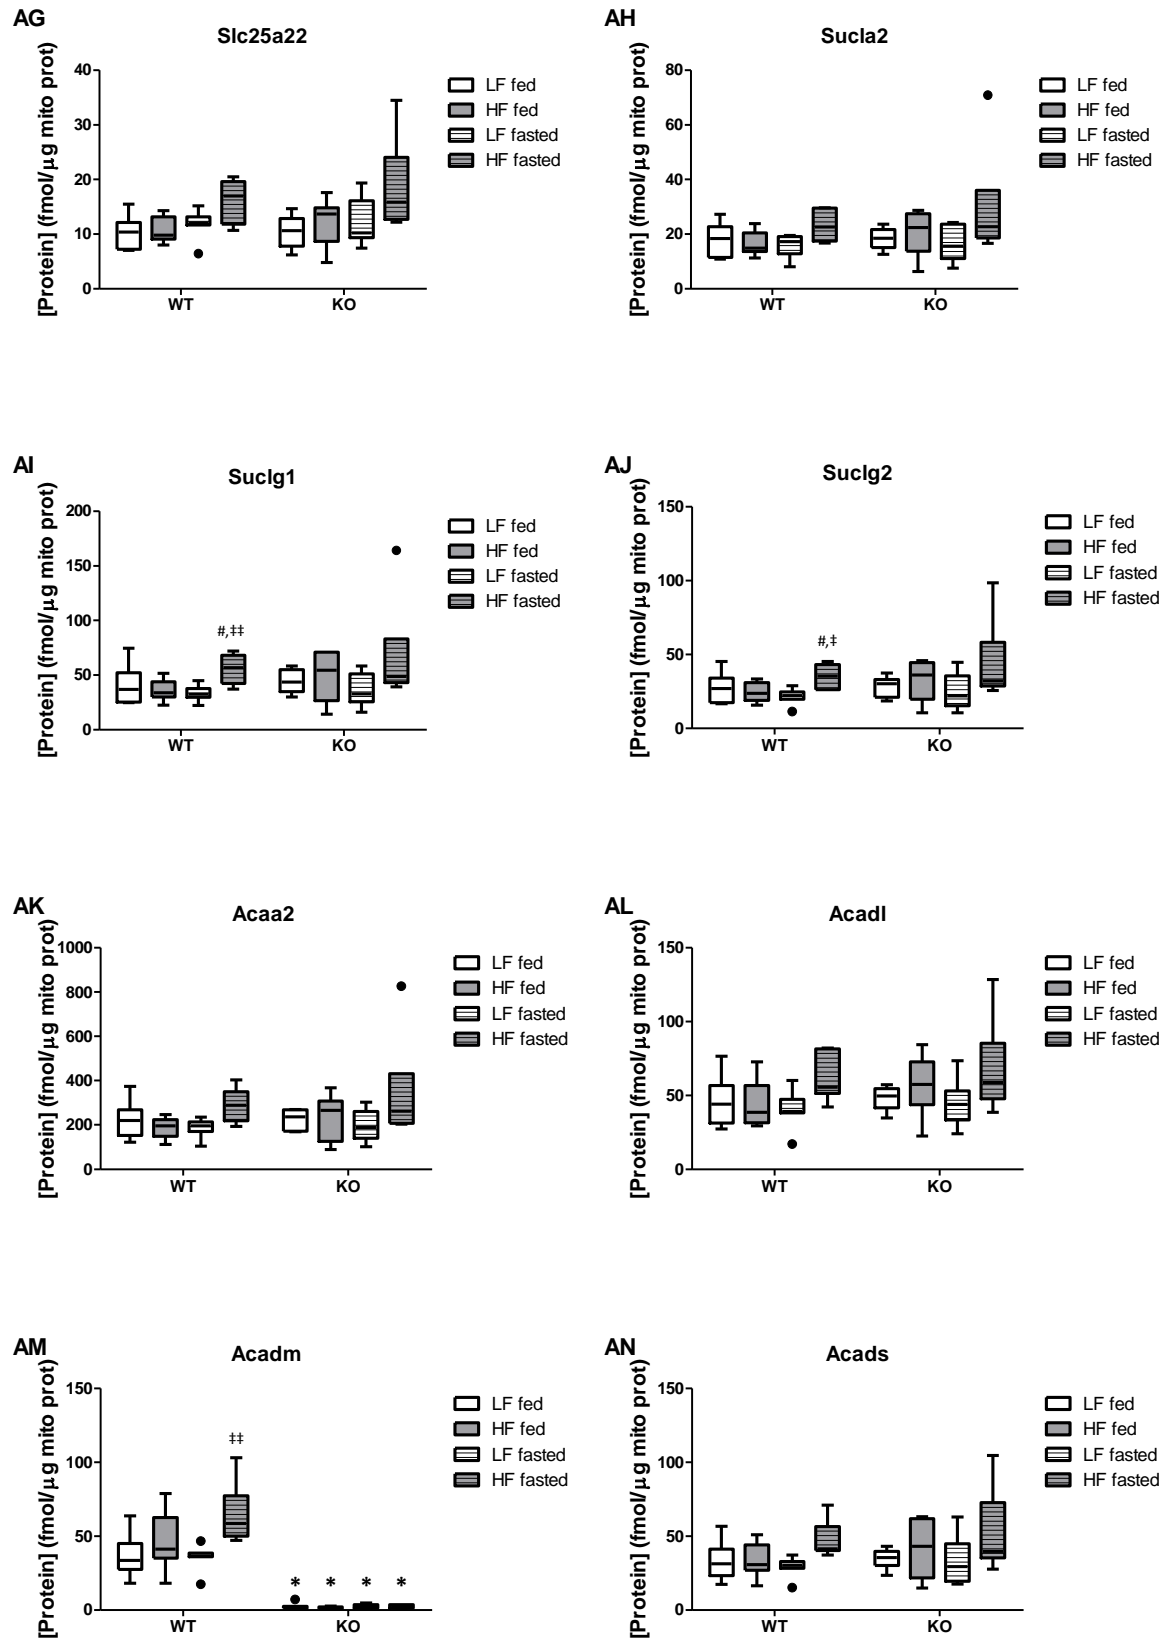

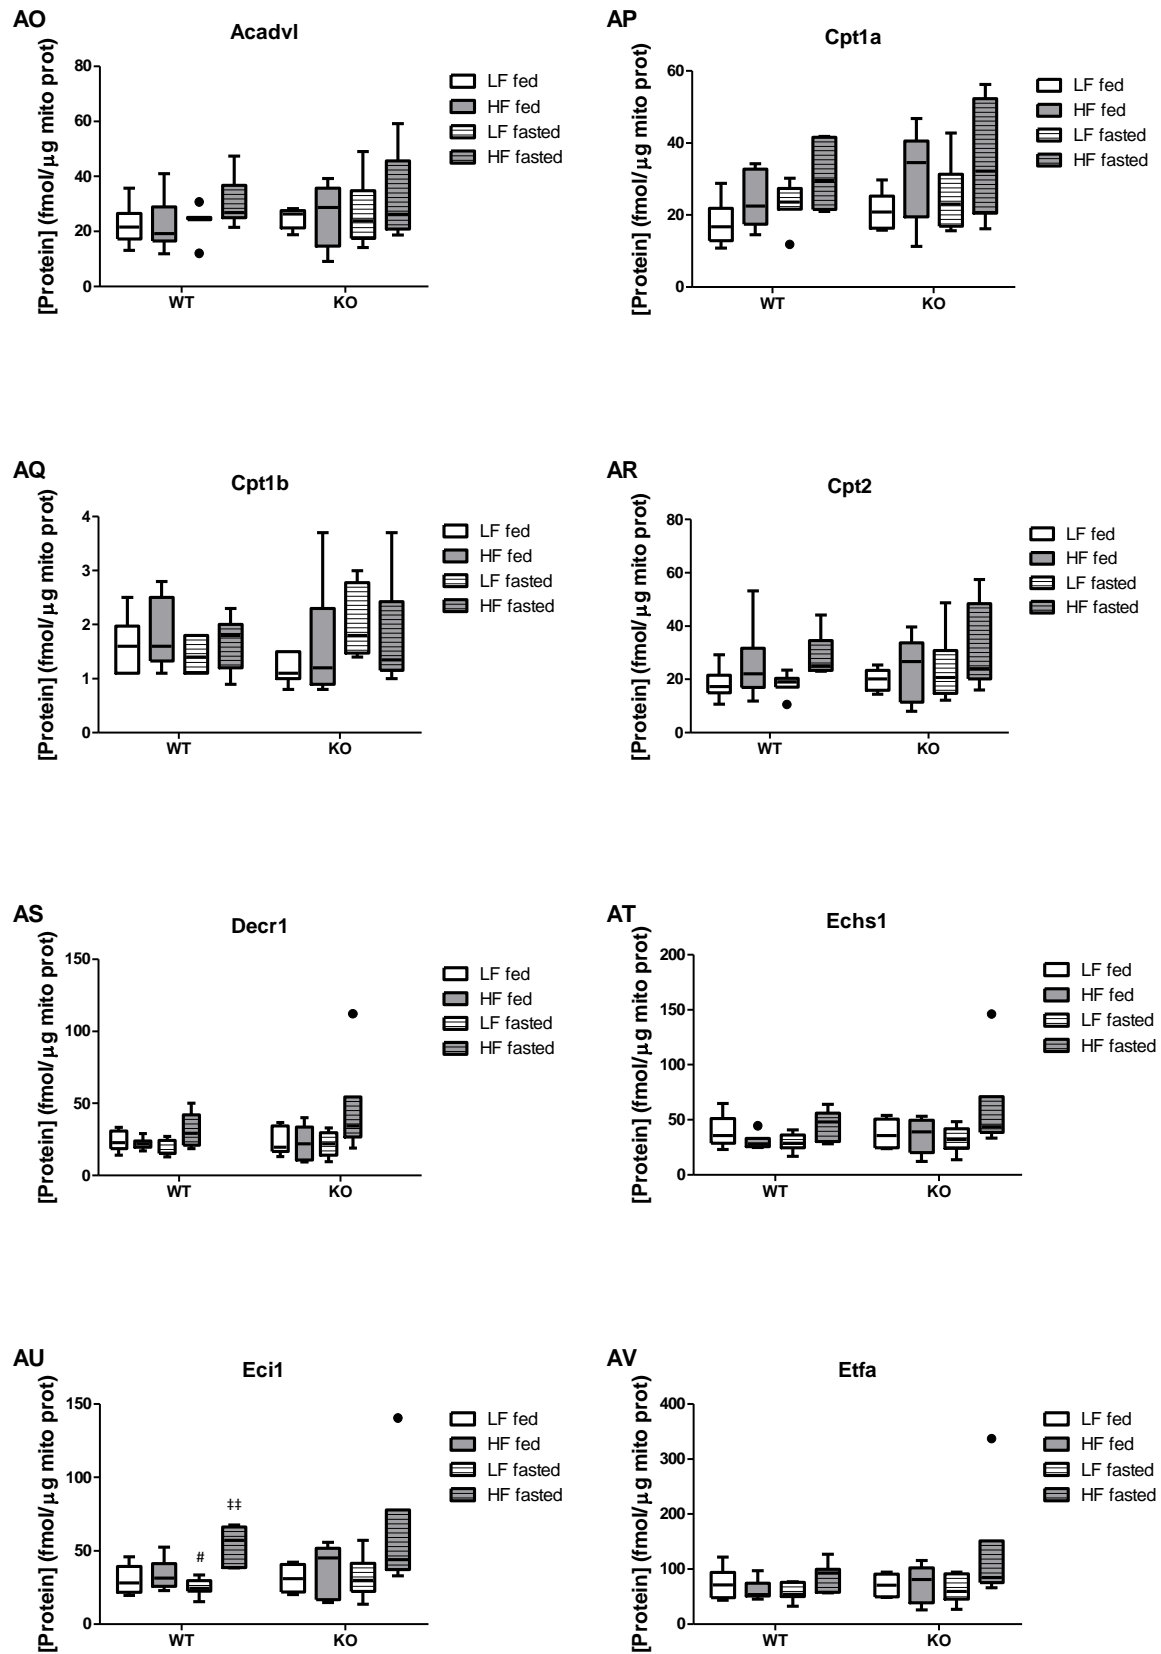

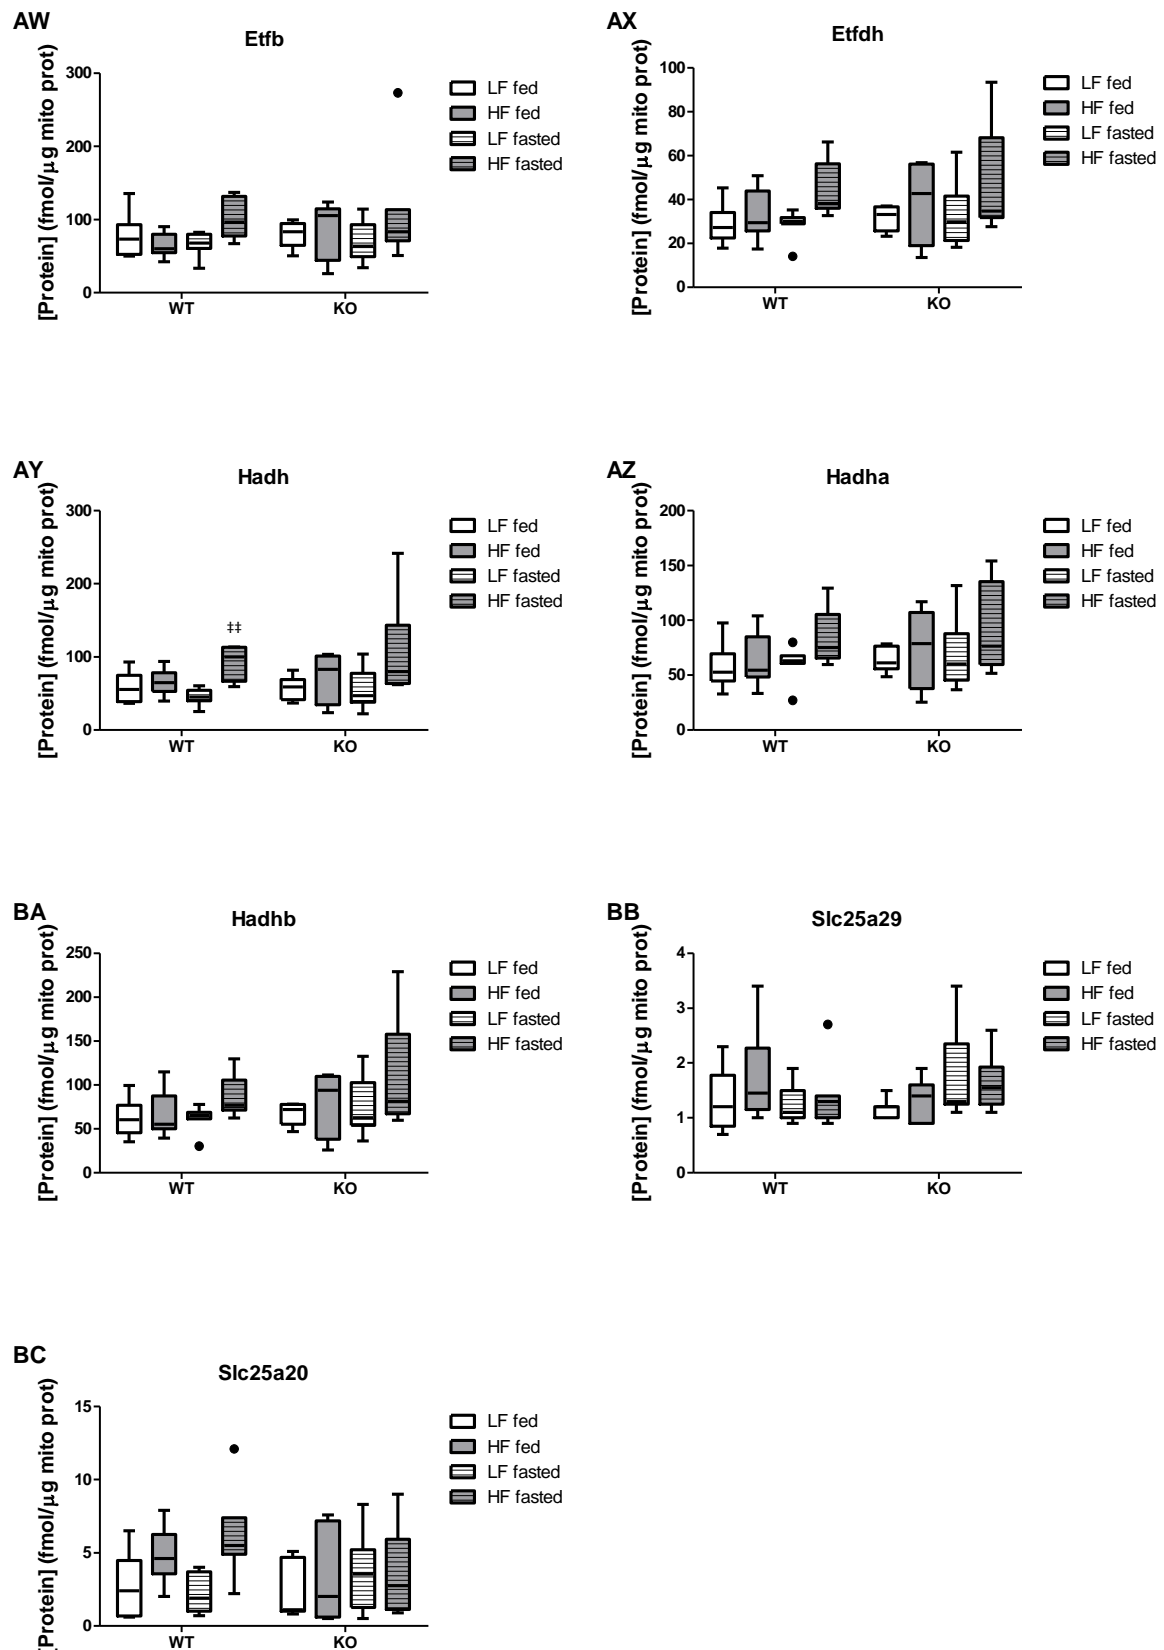

**Supplementary Figure S6. Absolute levels of mitochondrial liver proteins. In the figure, the gene names corresponding to the proteins are given.** The results are represented as Tukey box and whisker plots, where the black-filled jagged circles indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. LF: Low-fat HF: High-fat. n=6-8 for both WT and KO. \*: p<0.05 compared to WT, # and ##: p<0.05 and p<0.01 compared to fed, respectively, † and ††: p<0.05 and p<0.01 compared to LF, respectively.

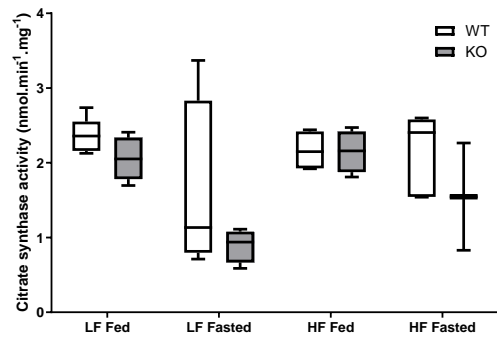

**Supplementary figure S7. Citrate synthase activity in the liver of mice under the LF fed, LF fasted, HF fed and HF fasted conditions.** The results are represented as Tukey box and whisker plots, where the black-filled squares indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n=3-4 for WT and KO.

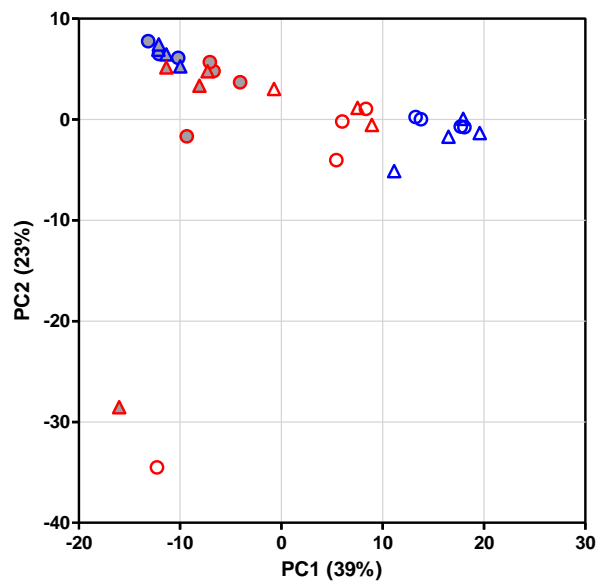

**Supplementary figure S8. Principal Component Analysis of mRNA expression data.** Grey-filled: Fed; White-filled: fasted; Triangle: KO, circle: WT; Blue: Low-fat diet; Red: High-fat diet. n=3-4 for WT and KO.

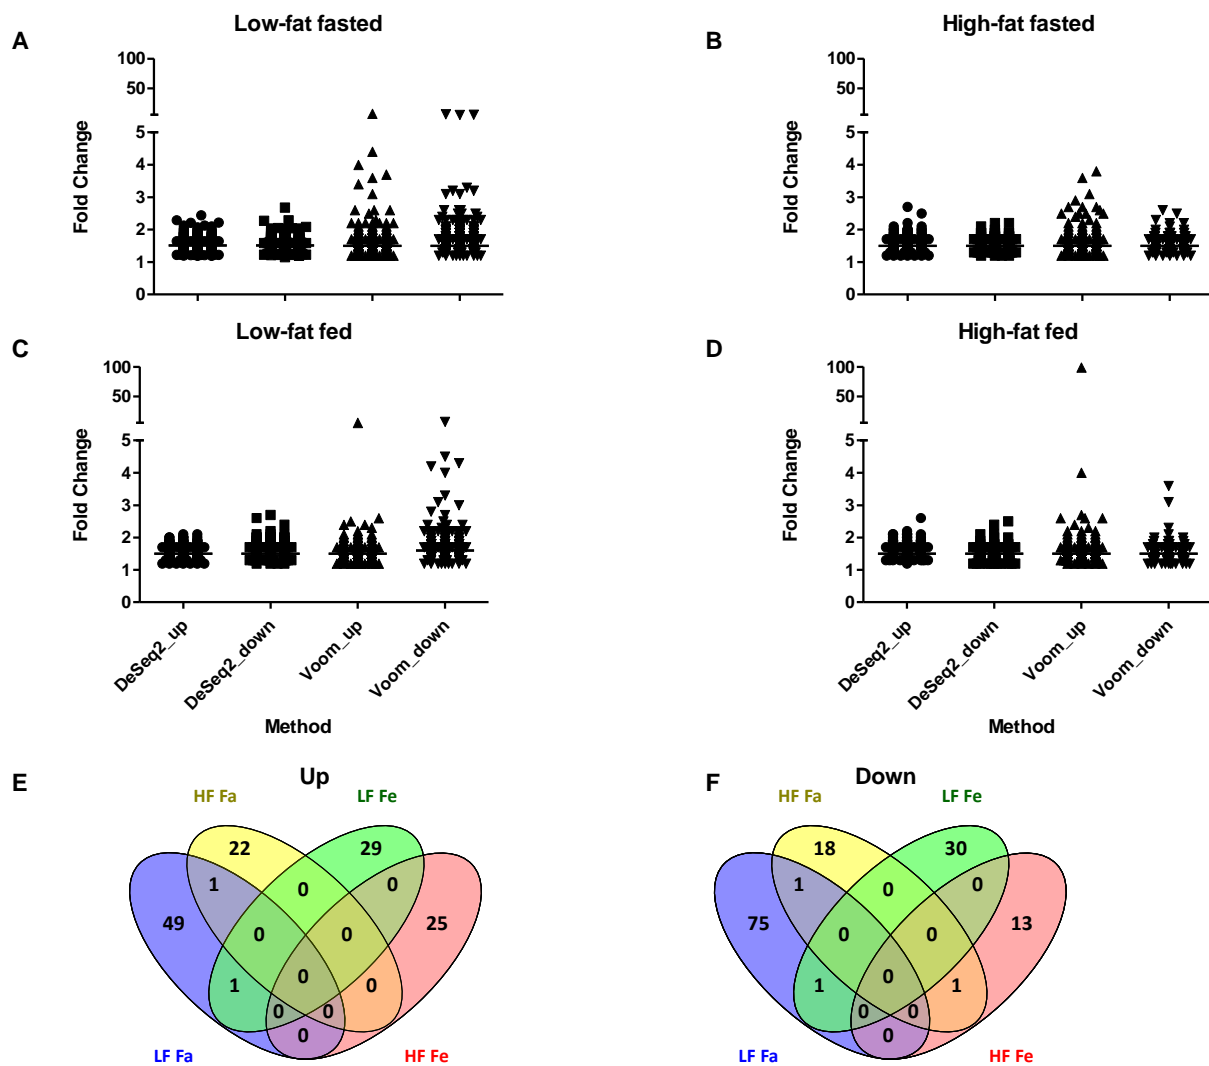

Supplementary figure S9. KO vs WT fold changes for the differential gene expression analysis methods DeSeq2 and Voom (A-D) and Venn diagrams for the Voom method (E-F) ( $p < 0.01$ ): LF = Low-fat diet, HF = High-fat diet, Fa = Fasted, Fe = Fed.  $n = 3-4$  per group.

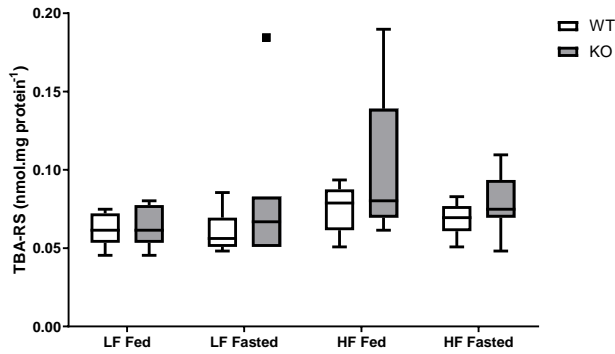

**Supplementary figure S10. TBA-RS levels in plasma of mice under the LF fed, LF fasted, HF fed and HF fasted conditions.** The results are represented as Tukey box and whisker plots, where the black-filled squares indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n=7-8 for WT and.

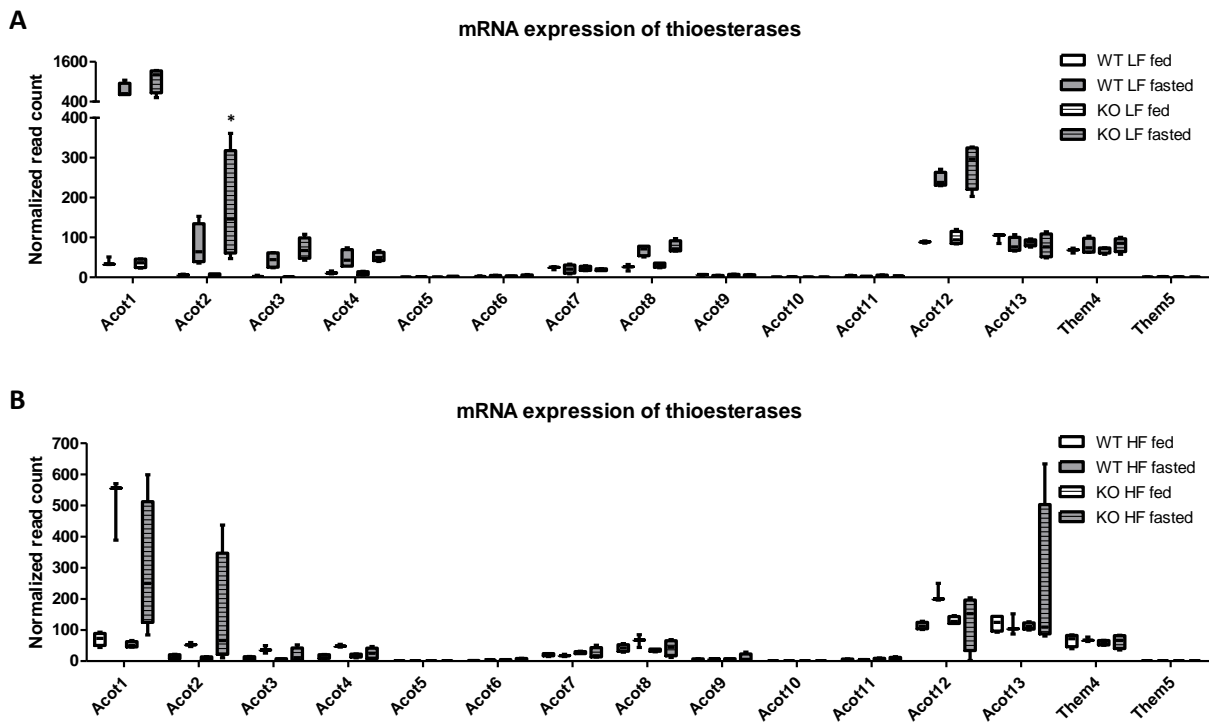

**Supplementary figure S11. Acyl-CoA thioesterases gene expression in LF fed and LF fasted (A) and in HF fed and HF fasted (B) conditions.** n=3 and 4 for WT and KO for high-fat (HF)- and low-fat (LF) conditions, respectively. The results are represented as Tukey box and whisker plots, where the black-filled jagged circles indicate individual mice falling outside the 75% percentile plus 1.5·inter-quartile range (IQR) or 25% percentile minus 1.5·IQR. n=6-8 for both WT and KO. \*: p<0.05 compared to WT, # and ##: p<0.05 and p<0.01 compared to fed, respectively, ‡ and ‡‡: p<0.05 and p<0.01 compared to low-fat (LF) diet, respectively.

#### Supplementary Text 1. RNA isolation, RNASeq analysis and quantitative reverse transcriptase polymerase chain (qRT-PCR)

RNA was isolated from crushed freeze-clamped liver with Trizol reagent (Invitrogen, Carlsbad, CA, USA). The purity and concentration of RNA was determined with NanoDrop ND-1000 (ISOGEN Life Science, De Meern, The Netherlands). Subsequently, RNA integrity and concentration were determined by capillary electrophoresis using PerkinElmer LabChipGX (PerkinElmer, Waltham, MA, USA). RNA samples with an integrity score above 7, a small 5S peak, and clearly distinguishable 18S and 28S peaks were used for subsequent sequencing analysis.

Sequence libraries were generated using the 3'QuantSeq sample preparation kits (Lexogen). The obtained cDNA fragment libraries were sequenced on an Illumina HiSeq2500 sequencer using default parameters (single read 1 x 50 bp) in pools of eight samples per lane. The obtained sequencing reads (fastQ files) were mapped to build *Mus\_musculus* GRCm38 ensemble Release 82 reference genome using hisat/0.1.5-beta-goolf-1.7.20<sup>1</sup> with default settings. Subsequently, SAMtools/1.2- goolf-1.7.20 was used to sort the aligned reads<sup>2</sup>. Quantification of gene read counts was performed by HTSeq-count HTSeq/0.6.1p1 using –mode=union<sup>3</sup>. Analysis of differential gene expression (DGE) was performed using Voom transformation provided by the Limma package<sup>4</sup> and for comparison also with the DESeq2 package (version 1.10.1) in R (version 3.2.5), as indicated in the text. Principle component analysis (PCA) was performed on regularized log transformed raw counts<sup>5</sup> using the PCA function from the DESeq2 package (version 1.10.1) in R (version 3.2.5). For *Acot2* gene expression analysis by qRT-PCR, cDNA was synthesized from isolated liver RNA using Transcription Universal cDNA Master (Roche). mRNA expression was assayed by quantitative polymerase chain reaction using SYBR green (Roche) and the real-time polymerase chain reaction cyclers (QuantStudio 7 Flex Real-Time PCR System, Applied Biosystems) using the primers AGTCAACGACGCAAAATGGTG (forward) and GCTCTTCCAATCCTGTTGGC (reverse) (Thermoscientific Invitrogen)<sup>6</sup>. *Acot2* gene expression was normalized against peptidyl-prolyl-cis-trans isomerase A (*Ppia*) using the primers TTCCTCCTTTACAGAATTATTCCA (forward) and CCGCCAGTGCCATTATGG (reverse) (Thermoscientific Invitrogen). Expression data were analyzed using QuantStudio Real Time PCR software version 1.2 (Applied Biosystems) and the standard curve method of calculation. Results were presented as expression normalized to the expression of *Ppia* (coding for Peptidyl-prolyl cis-trans isomerase A, also known as Cyclophilin A)

## References

1. Dobin, A. *et al.* STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
2. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
3. Anders, S., Pyl, P. T. & Huber, W. HTSeq-A Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
4. Law, C. W., Chen, Y., Shi, W. & Smyth, G. K. Voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol.* **15**, 1–17 (2014).
5. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 1–21 (2014).
6. Ellis, J. M., Bowman, C. E. & Wolfgang, M. J. Metabolic and Tissue-Specific Regulation of Acyl-CoA Metabolism. *PLoS One* **10**, e0116587 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

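Liver RNA of 32 mice was sequenced, 4 mice in each of 8 groups of genotype (KO or WT), diet (LF or HF, for 6 weeks) and feeding state (fed or fasted for 16 h). According to the supplementary methods, the authors prepared 3′ libraries, sequenced single reads, mapped them to GRCm38 with hisat and counted reads per gene with HTSeq-count in union mode. The deposited table holds these counts for 20076 genes and 32 mice as whole numbers, with no normalization and without the categories of uncounted reads. The methods name Ensembl release 82, and the label of the table names release 76. Gene symbols and positions were taken from GENCODE vM21 on the same build, which held 19913 of the identifiers; the 163 others carried 0.125% of all counts. Groups, replicate numbers, lanes and ages were taken from the sample labels. The labels give 16 libraries per lane, where the supplementary methods describe 8, so that the lane terms rest on the labels alone.

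Total counts ranged from 2031053 to 4292200 per mouse. A share at 0 counts was read against a floor of 3 counts, which corresponds to about 1 CPM at these totals, and a fold change against a group with all mice at or below that floor is given as a lower bound. Intervals and floors cover counting error only. The mice of one group were compared by a chi-square test of their counts, and the replicate numbers were checked for a pairing of mice through correlations of residuals. Neither gave a reason to merge or to pair mice.

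The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes kept by filterByExpr, and the robust quasi-likelihood F test with Benjamini-Hochberg adjustment. Each KO to WT comparison used the 8 mice of its diet and feeding state, or the 7 of them that the paper used. The effects of fasting, diet and genotype and the differences of the KO to WT effects between conditions came from one model with the 8 groups. The test was tried on simulated counts with a dispersion of 0.05 for every gene and changes of at least 2-fold: with 2 groups of 4 mice it found 79.3% of the changed genes and 5.70% of its 158 calls were wrong, and a set of genes that had not been moved had an enrichment p of 0.518. Mice that lie apart from their group, and smaller changes of single genes, were not simulated. The share found thus does not apply to changes below 2-fold. Principal components were computed on DESeq2 1.42.0 regularized log values of the 500 most variable genes, and the share of variance of a factor is its R squared. For some genes the default iteration of DESeq2 did not converge, which left 40 genes with values that spanned a wider range than their log2 normalized counts and that varied with the linear algebra library. Genes that did not converge were refitted with the optimizer of DESeq2, which changed 655 genes by more than 0.01 and left 0 with too wide a range. This refit was not part of the design and was chosen after the data had been seen; values without it are given among the other settings. Single genes were also tested by two-sided exact permutation of log2 normalized counts.

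Gene sets were tested by fgsea 1.28.0 (simple preranked enrichment with weight 1, 10000 random sets and a fixed seed) on the statistic of limma 3.58.1 voom, adjusted over 16 tests. Of the sets of the study, 4 are listed in full. The 20 contributing lists of Supplementary Tables ST4 to ST6 were described by their median log2 fold change, by its place among 10000 random lists matched on mean expression in 20 bins, and by an exact permutation test of the mean per mouse. Gene names older than the annotation were matched through synonyms. The alternative enrichment used the criterion of the study (absolute log2 fold change above 0.5 with p below 0.1, or p below 0.05) and Fisher's exact test, adjusted over 32 tests. The copy of Supplementary Table ST2 used here ends within its voom part, and Tables ST11 to ST13 were not used here, so that no overlap with the voom lists was computed. From its DESeq2 part, ST2 was used to infer the mice of the paper, which it does not name.

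Lists of marker genes were used only to name a candidate source of RNA from other tissues or cell types. Written with the design were lists for acute phase, adrenal cortex, adrenal medulla, acinar pancreas, erythroid cells, neutrophils, plasma cells, adipose tissue, skeletal muscle, gallbladder and bile duct, hepatic stellate cells and kidney. Lists for heart, hepatocytes, fetal liver, proliferation and stress were added after single mice had been seen to lie far from the others, and before the genes of these lists were looked at. Of the acute-phase list 9 of 14 genes, of the adrenal cortex list 4 of 11 and of the neutrophil, plasma cell and stellate lists 1, 1 and 2 genes are named in the study's tables of these same mice.

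The comparisons, tests, mice and alternatives were set before the data were examined, and so was the rule for naming genes. Genes named are those the paper names, the genes of SCAD, LCAD and VLCAD, the 4 genes with an adjusted p below 0.05 in ST2, up to 3 genes per direction with the smallest p among those with an adjusted p below 0.05 in each KO to WT comparison, the largest changes with fasting, the 3 largest loadings per direction of each of the first principal components, the extremes of each list, and the marker lists. The alternatives were DESeq2 with and without a prior on fold changes, limma voom, RLE normalization, no filter, a filter of at least 10 counts in every mouse, a model over all 32 mice, terms for lane, age and replicate number, other gene-set tests (camera, fry, ranking by the F statistic), other criteria for the alternative enrichment, and leaving out each mouse in turn. The results over the 30 mice of the paper and one DESeq2 model with a prior over these 30 mice, and the refit named above, were added after the data had been seen. The qPCR, lipid peroxidation, proteomics and microarray data of the paper were not analysed here.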

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

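In this part, the tests of pancreas RNA and of a piece of adrenal gland, pancreas, muscle, heart or fat in WT LF fed replicate 2 were chosen only after the result was seen, and so was the comparison of the adrenal test with the other LF fasted mice. In each group of 4 mice, the gap between the highest or lowest mouse and its neighbour was divided by the range of the group, for 25 measures: principal components, marker lists and genes the paper names. A mouse is named below where this ratio was above Dixon's critical value at a level of 0.05. By chance, 9.45 of the 189 groups tested would give such a mouse, and 30 did. Groups in which every mouse had at most 3 counts were left out of this, a choice made after they had been seen.

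KO HF fasted replicate 4, which is not in the inferred set of 30 mice of the paper, lay apart on the first principal component (ratio 0.982) and in the lists of hepatocyte (lowest, 0.928), erythroid (0.900), stellate (0.947) and skeletal muscle genes (0.949) and in Acnat2 (0 counts, 0.880). Its heart list of 12 genes, 6 of which had a median above 1 CPM in these livers, summed to 40688 CPM, against at most 236 CPM in any other mouse, with Actc1 at 7520 CPM and Myl3 at 6864 CPM. Its hepatocyte list summed to 983 CPM, or 1.59% of the median of the other mice, with Alb at 282.7 CPM. A liver with a minor share of heart RNA is argued against by this last value. Heart tissue in place of liver, a mislabelled or exchanged sample, may explain the pattern. The erythroid list was at 11625 CPM, against at most 1295 CPM in the other mice, and the stellate list at 2460 CPM, mostly Des (1944 CPM), which other tissues also express. Acadm, at 22.2 CPM, was in the range of the other KO mice (9.03 to 37.3 CPM), so that the genotype label was not contradicted. The design gives no biological explanation for a single mouse of a group, and none was tested.

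WT LF fed replicate 2, also outside this inferred set, lay apart on the first principal component (0.8425), in the lists of fetal liver (0.845) and stress genes (0.8291) and in Acot2 (58.3 CPM, 0.858), and was lowest for acute-phase (0.860), pancreas (0.877) and heart genes (0.920). Its proliferation list was at 330 CPM, 18.9 times the highest other LF fed mouse, and its fetal liver list at 192 CPM, against at most 8.80 CPM in the other LF fed mice, mainly H19 (159.7 CPM). The next highest mouse, WT HF fasted replicate 2 (127 CPM), held mainly Spink1 (119.8 CPM), which pancreas also expresses. Of the 6 proliferation genes 3, and of the 5 fetal liver genes 1, had a median above 1 CPM in these livers. It lay above every other LF fed mouse in 0 of 6 lists for adrenal cortex and medulla, pancreas, skeletal muscle, heart and adipose tissue. It had 6.55 CPM of pancreas genes, against at least 22.7 CPM in the other LF fed mice, 14.0 CPM of heart genes, against up to 25.5 CPM, and 2.49 CPM of muscle genes, against up to 22.7 CPM, which argues against a piece of these tissues. Its stellate list was at 633 CPM, against at most 105 CPM in the other LF fed mice, with Col3a1 at 214.5 CPM, and its list of gallbladder and bile duct genes at 135 CPM, against at most 74.4 CPM in any other mouse, and a piece of either was not tested further. Its stress list was at 422 CPM, against at most 84.3 CPM in the other LF fed mice, and its hepatocyte list at 44781 CPM, against at least 61647 CPM. A candidate explanation is liver tissue with dividing cells, from repair or a growth. What caused it was not tested. For a mouse that had in fact been fasted, the values disagree. Cyp4a14 had 1356 CPM, against 54.1 to 202 CPM in the other WT LF fed mice and at least 15086 CPM in WT LF fasted mice. Acot2, at 58.3 CPM, lay inside the range of the WT LF fasted mice. The score on the second principal component was -1.14, against 8.27 to 10.4 in the other WT LF fed mice and -15.7 to -11.2 in WT LF fasted mice. Cyp4a14 and this score argue against a fast as in the WT LF fasted mice, and Acot2 does not. A partly fasted mouse is not argued against. These comparisons were chosen after the values were seen. No biological explanation from the design was tested, since the other mice of the group share its condition.

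WT HF fasted replicate 2 and KO HF fed replicate 1, which are in the inferred set, lay apart in the list of 11 pancreas genes (0.988 and 0.920), and WT HF fasted replicate 2 also on the second principal component (0.842). The list summed to 17876 and 2634 CPM, against at most 57.0 CPM in any other mouse, with Cpb1 at 4199 and 625.7 CPM. Of its genes 1 had a median above 1 CPM and none was picked by the study. RNA from pancreas in the samples may explain this. Acadm (392.9 CPM, 0.862) and Acot2 (13.6 CPM, 0.884) were also lowest in WT HF fasted replicate 2, and whether this has the same cause was not tested. Of the diet and feeding states that the design names, neither separates these 2 mice from the other mice of their groups.

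KO LF fasted replicates 3 and 4, in which Star and Akr1b7 were detected, had 38.2 and 42.5 CPM of a list of 5 adrenal medulla genes, with Chgb at 21.5 and 21.8 CPM, against 0 CPM in the median mouse. The paper does not report these genes, and none has a median above 1 CPM in these livers. The adrenal cortex list (10 of 11 genes in the table, 1 with a median above 1 CPM, mainly Mrap at a median of 46.5 CPM, and 4 named by the study) summed to 388 and 194 CPM, against a median of 54.5 CPM. Only KO HF fasted replicate 4 had a comparable sum, 201 CPM. Of the genes of this list that the study does not name, Cyp11a1, Cyp11b1 and Hsd3b1 together reached 95.2 and 34.3 CPM, against at most 0.444 CPM in the other 6 LF fasted mice, while Mrap and Nr5a1 were not highest in both mice. RNA from adrenal gland in these 2 samples is a candidate explanation for Star and Akr1b7. The same 3 genes were also found in KO HF fed replicate 1 (20.4 CPM) and WT HF fasted replicate 3 (17.7 CPM), so that 4 mice had more than 3 counts. In WT HF fasted replicate 3 the medulla list was 11.6 CPM (0.873), against at most 0.378 CPM in its group. In KO HF fed replicate 1 it was 23.5 CPM (0.583, below the critical value). Of the 4 mice, 3 are KO and 1 is WT, in 3 conditions. Every other mouse had at most 0.552 CPM of these 3 genes, among them KO and WT mice, fed and fasted. For these genes, this argues against an adrenal-like expression in liver cells that follows genotype or fasting. Adrenal RNA in a liver sample and an adrenal-like expression in liver cells of single mice were not told apart by a test beyond these lists, and the latter stays open and untested.

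Skeletal muscle genes (6 genes, none with a median above 1 CPM) summed to 1227 CPM in KO HF fed replicate 1, 632 CPM in WT HF fed replicate 4 (0.951) and 273 CPM in WT HF fasted replicate 4, against a median of 1.33 CPM, with Acta1 at 671.8, 333.3 and 134.0 CPM. KO HF fasted replicate 4 had 1232 CPM, mostly Ckm (1002 CPM), which heart also expresses. KO LF fed replicate 3 had 22.7 CPM (0.882). WT HF fed replicate 4 also lay apart on the first principal component (0.956) and in the fetal liver list (36.5 CPM, 0.967), mainly H19 (34.0 CPM), and KO HF fed replicate 1 on the first component (0.938). Muscle RNA in these samples is a candidate explanation, of the kind tested for pancreas in KO HF fed replicate 1 (2634 CPM), but no separate test was made. Apart from KO LF fed replicate 3, the samples named here are all from mice on the HF diet, and whether diet plays a part was not tested. They lie in fed and fasted groups of both genotypes, where the only fasted KO sample is KO HF fasted replicate 4.

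The other mice named by the ratio had small differences. KO LF fasted replicate 4 had 29.2 CPM of heart genes (0.996), against at most 3.14 CPM in its group, and is the 1 mouse of that group on lane 8, the lane of KO HF fasted replicate 4. Reads of that library counted in others of its lane may explain it (a permutation p of 0.0370 for pancreas genes on the other lane, given with the other observations). KO LF fed replicate 4 had 16.0 CPM of plasma cell genes (0.924), against at most 11.3 CPM, and 39.8 CPM of stellate genes (lowest, 0.924), against at least 58.95 CPM. KO LF fasted replicate 2 had 4.14 CPM of neutrophil genes (lowest, 0.880), against at least 10.7 CPM. KO LF fed replicate 3 had 6.63 CPM of Acnat2 (lowest, 0.856) and KO HF fed replicate 4 had 3.23 CPM of Acot2 (lowest, 0.846). For these no explanation was tested, and 9.45 such mice are given by chance.

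Over the remaining lists, the acute-phase list (14 genes, all with a median above 1 CPM, 9 of them picked by the study) had a median of 14131 CPM and was highest in KO HF fasted replicate 3, with 33163 CPM. The neutrophil list (7 genes, 3 with a median above 1 CPM, 1 picked by the study) was highest in WT LF fed replicate 2 (28.1 CPM) and KO HF fasted replicate 3 (27.2 CPM), and the plasma cell list (5 genes, 4 with a median above 1 CPM, 1 picked) in KO HF fed replicate 1 (58.7 CPM, next 26.1 CPM). The adipose list (5 genes, 1 with a median above 1 CPM) was highest in KO HF fasted replicate 4 (62.3 CPM), KO LF fasted replicate 4 (52.6 CPM) and KO HF fed replicate 1 (47.8 CPM). Of the genes of the erythroid list 5 of 5, of the stellate list 6 of 6 (2 picked by the study), of the gallbladder list 2 of 5, of the hepatocyte list 10 of 10 and of the stress list 6 of 6 had a median above 1 CPM. Of the kidney list, 0 of 4 genes are in the count table.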

How the results depend on the processing

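No test in this part was chosen only after the result was seen, but the settings over the 30 mice of the paper, one DESeq2 model with a prior over these 30 mice, and the refit of regularized log values and its absence were chosen after seeing the data. Values below are over all 32 mice unless stated. Of the values under other settings that answer a comparison, 343 kept their direction and their side of the threshold or stayed within the allowed range, 81 moved, 14 were weaker, 4 were stronger and 7 were reversed. Of the other values for single genes, sets and lists, 392 did so, 3 moved (the list of oxidative phosphorylation with lane as a term, over the mice of the paper, and without KO replicate 4), 10 were weaker, 18 were stronger and 35 were reversed, all of the latter for gene sets outside the HF fasted condition. The gene sets of the HF fasted condition were not among these, since they were counted with the values that answer a comparison. There NAD(P)(H) main, NAD(P)(H) redox and purine metabolism were reversed by the F statistic. Where no cause is given for a change, the cause was not tested. Star and Akr1b7 fell below the count filter, so that the settings that keep this filter for 8 mice give no value for them.

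Fasting changed 1553 genes, 344 within lane 7 and 257 within lane 8, with fewer mice in each. Across the 4 fits that each left out 1 replicate of every group it changed from 813 (without replicate 3) to 1626 genes (without replicate 4). Diet changed 81 genes, 227 with DESeq2, 52 with no filter, 53 within lane 7, 0 within lane 8 (with 749 genes at an unadjusted p below 0.05), 404 over the 30 mice of the paper, and from 3 (without replicate 1) to 172 (without replicate 4) across the fits that left out 1 replicate. Genotype changed 1 gene in every setting except DESeq2, with 2. The share of variance by fasting was 13.7%, 10.8% without the refit and 31.9% over the 30 mice, and from 10.7% to 25.6% with 1 replicate left out (without replicates 3 and 4). For diet, 6.13% became 5.47% without the refit, 8.50% over the 30 mice and 5.57% to 8.37% with 1 replicate left out (without replicates 1 and 3), and for genotype, 2.47% became 2.58% without the refit, 2.01% over the 30 mice and 2.82% to 4.17% (without replicate 2).

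For the LF fed condition, 86 genes had p below 0.01, with 161 by DESeq2, 130 by DESeq2 with prior, 183 with no filter and 56 with lane as a term, and from 63 to 123 (without WT replicate 2) across the 8 fits that each left out 1 mouse. The 123 genes over the mice of the paper became 52 (without WT replicate 4) to 155 (without KO replicate 3) with 1 more mouse left out. The 18 genes of the LF fasted condition became 44 by DESeq2, 33 by DESeq2 with prior, 104 with no filter, 82 in a model over all 32 mice, 180 in one DESeq2 model with a prior over the 30 mice, and from 15 to 45 (without KO replicate 1) with 1 mouse left out. The 74 genes of the HF fed condition became 209 with no filter, 27 in a model over all 32 mice, and 48 (without KO replicate 2) to 100 with 1 mouse left out. Of the HF fasted condition, the 18 genes became 81 by DESeq2, 75 by DESeq2 with prior, 34 with no filter, 7 with replicate number as a block, 452 in a model over all 32 mice, 77 over the mice of the paper, 71 in one DESeq2 model with a prior over these mice, and 12 (without WT replicate 4) to 77 (without KO replicate 4). The 9 genes shared between conditions became 51 at an unadjusted p below 0.05, where more genes enter each list.

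Of the 4 gene sets, 2 passed in the LF fed condition. Camera with a correlation of 0.01, the signed square root of edgeR's F statistic (2 sets at an unadjusted p below 0.05 in each), camera with an estimated correlation, fry, and the mice of the paper (0 sets at an unadjusted p below 0.05 in each) called 0, and leaving out 1 mouse gave 0 (without WT replicate 2) to 2. Between KO and WT in the LF fasted condition 0 passed (0 at an unadjusted p below 0.05), and 0 to 2 (without WT replicate 4) with 1 mouse left out. For the HF fed condition 0 passed (1 at an unadjusted p below 0.05), 2 with lane as a term, 1 with the replicate block and 0 to 3 (without WT replicate 2) with 1 mouse left out. For the HF fasted condition 3 passed, and 2 (without WT replicate 1) to 3 with 1 mouse left out. There camera with a correlation of 0.01 called 0 (3 at an unadjusted p below 0.05), camera with an estimated correlation 0 (0), fry 1, purine metabolism, and the F statistic 0 (0). No call made by the main test of these sets held under fry or under camera.

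For CoA, NAD(P)(H) main and NAD(P)(H) redox in the HF fasted condition, the adjusted p was 0.0797 by camera with a correlation of 0.01, 0.901 with an estimated correlation and 0.967 by fry. By the F statistic the scores were -0.94, 0.90 and 0.95, and 0.83 for purine metabolism, which fry called with an adjusted p of 0.0214. CoA had a score of -1.52, and of -1.23 over the mice of the paper. With 1 mouse left out, the scores ran from -1.71 to -1.23 (without KO replicate 4) for CoA, from -1.93 to -1.48 for NAD(P)(H) main, from -1.92 to -1.50 for NAD(P)(H) redox and from -1.29 to -0.91 for purine metabolism.

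Outside that condition the direction of the sets was not stable either. For LF fed mice, those of the paper gave -1.07 for CoA, -1.003 for NAD(P)(H) main and -1.05 for NAD(P)(H) redox, and purine metabolism was reversed by fry (adjusted p 0.982) and by the F statistic (-0.75). With 1 mouse left out, the scores ran from -1.11 to 1.25, from -1.003 to 1.87, from -1.05 to 1.98 and from -1.04 to 1.13 for the 4 sets in this order, with the lowest values without KO replicate 4 for CoA and purine metabolism and without WT replicate 2 for the others. For LF fasted mice, CoA was reversed by camera (adjusted p 0.919 and 0.930) and by the F statistic (0.95), and purine metabolism by the lane term (-1.11). The ranges were -1.31 to 0.99, -0.72 to 1.44, -0.74 to 1.51 and -1.10 to 1.08. For HF fed mice, CoA was reversed by the F statistic (-0.97), the lane term (-0.90) and the replicate block (-0.92), with ranges of -1.49 to 1.07, -1.89 to 1.06, -2.02 to 0.998 and -0.99 to 1.08. In these 2 conditions the extremes of the NAD(P)(H) sets came without WT replicates 2 and 4, and the extremes that reversed CoA and purine metabolism without KO replicate 3 and WT replicate 3 (LF fasted) and without WT replicate 2 and KO replicate 4 (HF fed).

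Of the 20 contributing lists, 19 had the stated direction, and 19 to 20 with 1 mouse left out. Of the Acot genes, 2 changed with fasting in KO mice on the HF diet, 1 with lane as a term, 1 with the replicate block, 7 over the mice of the paper, and 0 (without fed replicate 1, 3 or 4) to 7 (without fasted replicate 4) with 1 mouse left out. The numbers with 1 mouse left out were 6 in every fit for KO mice and 5 to 7 for WT mice on the LF diet, and 2 (without fed replicate 1) to 5 for WT mice on the HF diet. Between KO and WT, lane as a term called 1 Acot gene, Acot3, in the LF fasted condition, and leaving out 1 mouse called 0 to 1 (Acot1, without KO replicate 3). The log2 fold change of Acot2 there was 1.18, 0.83 in one DESeq2 model with a prior over the 30 mice (p 0.0215), and 0.55 (without KO replicate 1) to 1.67 (without WT replicate 3). The differences of KO to WT effects between conditions gave 0 genes at an adjusted p below 0.05, 27 with DESeq2 and 2 with lane as a term, and 0 in each fit that left out 1 replicate. The acute-phase list had a median log2 change of 0.27 in the HF fasted condition, -0.39 with the replicate block, and -0.47 (without KO replicate 3) to 0.67 (without KO replicate 4). Its ranges were 0.07 (without KO replicate 4) to 0.27 in the LF fed, -0.20 (without WT replicate 1) to 0.0078 (without WT replicate 2) in the LF fasted and -0.19 to 0.11 (without WT replicate 2) in the HF fed condition. Near Acadm, 2 genes became 1 with Acadm left out, by construction. The depth of 2031053 to 4292200 counts limits the genes at low levels: 9639 to 10327 of 20076 genes were tested between KO and WT.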

Differences from the paper's values

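No test in this part was chosen only after the result was seen, but the settings over the 30 mice of the paper, and the comparisons of counts of genes other than Acadm, were chosen after seeing the values. The paper's counts of genes are those of its Supplementary Table ST2, in which Acadm is not listed. Values here are over all 32 mice unless stated. The one DESeq2 model with a prior over the 30 mice, named below, is of the kind the paper used and by which these mice were inferred. The mice were picked to match the paper's fold changes, so that its closeness to these is in part by construction. Where it comes close and the other settings do not, the model and the mice can account for the difference.

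For LF fasted mice, 7 genes were higher in KO at p below 0.01, against the paper's 85. Of the alternatives set before the data were examined, no filter (64 genes) came within 1.5 times of the paper's number, and DESeq2 (28), DESeq2 with prior (19), a model over all 32 mice (45), lane (11), age (10) and replicate (8) terms, RLE (7), limma voom (6) and a filter of at least 10 counts in every mouse (5) did not. One DESeq2 model with a prior over the 30 mice of the paper gave 97, a setting chosen after seeing the values. Lower in KO were 11 genes, against the paper's 86. None of the alternatives set before the data were examined closed this gap (no filter 40, a model over all 32 mice 37, DESeq2 16, DESeq2 with prior 14, the others 8 to 12), and one DESeq2 model with a prior over the 30 mice, chosen after seeing the values, gave 83.

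For HF fasted mice, 10 genes were higher in KO, against the paper's 44. DESeq2 (65) and DESeq2 with prior (58), set before the data were examined, came within 1.5 times of it, and no filter (28), a model over all 32 mice (410), age (17), RLE (11), limma voom (9), lane (8), a filter of at least 10 counts in every mouse (8) and the replicate block (5) did not. The mice of the paper gave 38 and one DESeq2 model with a prior over them 42, both chosen after seeing the values. Lower in KO were 8 genes, against the paper's 28. A model over all 32 mice (42), set before the data were examined, came within 1.5 times of it, and DESeq2 (16), DESeq2 with prior (17) and the others (2 to 10) did not. The mice of the paper gave 39 and one DESeq2 model with a prior over them 29, both chosen after seeing the values.

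For Star in the LF fasted condition, the paper's log2 fold change is 1.19. Every WT mouse had at most 3 counts, and the lower bound here is 3.74, with a fitted value of 6.75 without the count filter. Fitted values over such a group depend on the prior count or the prior on fold changes and are no bound. None of the alternatives set before the data were examined came within 1.5 times of the paper's fold change (DESeq2 7.09, a model over all 32 mice 6.81, DESeq2 with prior 0.12, which lies below the bound). One DESeq2 model with a prior over the 30 mice, chosen after seeing the values, gave 1.18. For Akr1b7, the paper's log2 fold change is 0.97, the lower bound here is 5.28 and the fitted value 5.82. Again none of the alternatives set before the data were examined came within 1.5 times of the paper's fold change (DESeq2 5.95, a model over all 32 mice 5.85, DESeq2 with prior 0.12). One DESeq2 model with a prior over the 30 mice, chosen after seeing the values, gave 0.96. Both values of this model also lie below the bounds. The settings that keep the count filter for 8 mice give no value for these 2 genes.

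The second principal component held 17.2% of the variance, within 1.5 times of the paper's about 23% in Fig. S8, read by eye, but this rests on a refit of the regularized log values that was chosen after seeing the values. Without the refit it held 14.1%, which is outside that range. Log2 CPM values (23.2%), set before the data were examined, came within 1.5 times of it, as did the 30 mice of the paper (22.3%), a setting chosen after seeing the values. Of genes other than Acadm, 1 was shared as higher in KO by a pair of conditions, against the paper's about 5 in Fig. 5A, read by eye. None of the alternatives set before the data were examined closed this gap (DESeq2 1, limma voom 0, and edgeR with lists at an unadjusted p below 0.05 in place of 0.01, 24), and neither did the mice of the paper (2) nor one DESeq2 model with a prior over them (3), both chosen after seeing the values.

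At an adjusted p below 0.05, 0 genes other than Acadm differed between KO and WT in the LF fasted condition, against the paper's 3, with 220 genes at an unadjusted p below 0.05. Of the alternatives set before the data were examined, no filter called 3 genes (Chga, Cidea and Kcnk3), none of which is among the paper's 3 (Star, Akr1b7 and Eif4ebp2), and the others called 0. One DESeq2 model with a prior over the 30 mice, chosen after seeing the values, called 1, Eif4ebp2. In the HF fed condition, 0 such genes passed, against the paper's 1, Acnat2, with 393 at an unadjusted p below 0.05. DESeq2 and DESeq2 with prior, set before the data were examined, called 1, Acnat2. No filter (14) and the replicate block (4) also called Acnat2 among others. Of the 8 fits that each left out 1 mouse, that without KO replicate 3 called 1, Acnat2, and the other alternatives called 0.

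The paper calls Star, Akr1b7 and Eif4ebp2 in the LF fasted condition. Here the adjusted p was 0.882 for Star and for Akr1b7 by edgeR without the count filter and 1.00 for Eif4ebp2. In one DESeq2 model with a prior over the 30 mice, chosen after seeing the values, it was 0.0812 for Star and for Akr1b7 and 0.0212 for Eif4ebp2. The paper calls Acnat2 in the HF fed condition, where the adjusted p was 0.126, and 6.8e-04 with DESeq2 and with DESeq2 with prior, 2.9e-10 with no filter, 0.00143 with the replicate block and 0.0292 without KO replicate 3.

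The paper states that most genes with p below 0.01 changed by less than 2-fold. It held in the LF fasted condition for 27.8% of the genes here, by edgeR without a prior on fold changes. The kind of model the paper used has such a prior. In this condition DESeq2 gave 29.5% without the prior and 97.0% with it, so that the share depends on the prior. Of the alternatives set before the data were examined, DESeq2 with prior (97.0%) and the replicate block (56.3%) gave a majority and the others did not, and one DESeq2 model with a prior over the 30 mice, chosen after seeing the values, gave 88.9%. It held in the HF fasted condition for 22.2%, for 64.7% with a filter of at least 10 counts in every mouse and for at most 27.8% with the other settings on these mice, and for 61.0% over the mice of the paper, a setting chosen after seeing the values. In its ranking, the paper finds CoA, NAD(P)(H) and purine sets with many changed genes in both directions. By another measure, the share of each set that was changed, 0 of 32 tests passed here over either set of mice (Fisher's exact test). Of these, 2 had an unadjusted p below 0.05 over the mice of the paper and 0 over all mice. With DESeq2 with prior 4 tests passed and with p below 0.05 as the only criterion 2, both over the mice of the paper.

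Among the Acot genes in the LF fasted condition, the paper finds Acot2 alone to differ between KO and WT. The unadjusted p of Acot2 was 0.0821 here, and that of Acot3 was 0.0156 (log2 fold change 0.81). Acot2 had a p of 0.0215 in one DESeq2 model with a prior over the 30 mice, chosen after seeing the values, and a p below 0.05 in 2 of the 8 fits that each left out 1 mouse.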

Other observations

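The counts of other splits of the mice, the test of reads spread within a lane and the test of Zzz3 and Nexn near Acadm were tests chosen only after the result was seen.

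The mice of each KO to WT comparison were split in all 35 ways into groups of the same sizes, mirror splits and the real one counted once. For LF fed mice, 8 of the 35 splits gave at least the 86 genes of the real split at p below 0.01, and over the mice of the paper 10 gave at least 123. Among LF fasted mice 34 gave at least 18 genes, among HF fed mice 17 at least 74, in the HF fasted condition 29 at least 18, and over the mice of the paper 18 at least 77. The number of genes was thus reached by 8 or more of the 35 splits in each of the 4 conditions. Among HF fasted mice, the split that follows the lanes gave 35 genes over all mice and 106 over the mice of the paper, more than the real split, and with lane as a term the real comparison gave 16 and 94. All 4 WT LF fed mice were on lane 8, and with lane as a term 18 of the 86 genes still had p below 0.01, with 56 genes passing, or 39 of 123 with 87 passing over the mice of the paper. Lane and genotype cannot be told apart there for the genes that did not remain, since lane 7 holds no WT LF fed mouse. Batches other than lane are not given.

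For the gene sets, the number of the 4 sets with an unadjusted p below 0.05 was as large in 30 of the 35 splits in the LF fed condition (35 over the mice of the paper, where the number was 0), in 35 in the LF fasted condition (where it was 0), in 26 in the HF fed condition and in 13 in the HF fasted condition (19 over the mice of the paper). Among HF fasted mice, an enrichment score as large in size was found for NAD(P)(H) main in 4, for NAD(P)(H) redox in 6, for CoA in 9 and for purine metabolism in 6 of the 35 splits, and over the mice of the paper in 7, 9, 19 and 3. The random gene sets behind the p-values of these sets do not account for this variation between mice.

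The number of Acot genes that changed with fasting was reached by 1 of the 35 splits, the real one, in KO mice on the LF diet (6 genes) and in WT mice on the LF diet (6 genes, over either set of mice), by 2 in WT mice on the HF diet (5 genes), and by 5 in KO mice on the HF diet (2 genes), or by 1 over the mice of the paper (7 genes). Of 30 random regroupings, 1, the real one, gave as many genes at an adjusted p below 0.05 as fasting (1553, and 2187 over the mice of the paper), as diet (81 and 404) and as genotype (1, Acadm, in both).

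A difference of the KO to WT effect between conditions was tested for each pair of conditions. At an adjusted p below 0.05, 0 genes passed in each of the 6 contrasts over all mice and over the mice of the paper, with 286 to 1169 genes at an unadjusted p below 0.05 over all mice. Over the 6 contrasts, 825 genes had p below 0.01, and 12 of 30 regroupings gave at least as many. With the mice of the paper 470 did, and 23 of 30 regroupings gave at least as many. DESeq2 called 27 genes over all mice and the lane term 2. That Acot2, Star, Akr1b7 or Acnat2 passed in one condition and not in another is therefore not shown to be a difference between conditions.

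The gene of SCAD, Acads, had log2 fold changes between KO and WT of -0.17 in the LF fed condition over the mice of the paper (-0.04 over all mice), 0.15 in the LF fasted, -0.07 in the HF fed and -0.10 in the HF fasted condition (-0.09 over all mice). The gene of LCAD, Acadl, had -0.04 (-0.03), 0.25, -0.03 and -0.11 (0.56), and the gene of VLCAD, Acadvl, 0.24 (0.24), 0.20, 0.02 and -0.08 (0.24) in the same order. All had an adjusted p of at least 0.839 by edgeR. For Acadvl in the LF fed condition each of the 4 KO mice lay above every WT mouse (exact permutation test, p = 0.0571 over the mice of the paper and 0.0286 over all mice). On fasting, Acadl rose by 0.69 over all mice and 0.85 over the mice of the paper, and Acadvl by 0.45 and 0.52.

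The knockout was first made on a mixed strain background, and the genotype effect was examined for genes within 10 Mb of Acadm. Of 59 genes with p below 0.01 over all mice, 57 lay elsewhere, which argues against donor sequence as the cause of most of them. The 2 near genes of 43 tested were Zzz3 and Acadm (Fisher's exact p = 0.0206, and 0.192 without Acadm). With lane as a term Ifi44 was added (0.0236 without Acadm over all mice, and 6.6e-04 over the mice of the paper). For the mice of the paper the near genes were Zzz3 (log2 fold change -0.32, p = 0.00455 by edgeR), Nexn (-1.12, p = 0.00437) and Acadm, with a Fisher's exact p of 8.4e-04, and of 0.0137 without Acadm. With all mice the change of Nexn was 0.53, and in the HF fasted condition alone it was 5.81 with KO HF fasted replicate 4 and -0.92 without it. Windows of 5 and 20 Mb held the same 2 genes over all mice. Donor sequence around Acadm may contribute to Zzz3 and Nexn, but 2 genes are few and an effect of the loss of MCAD cannot be told apart from it, since the same mice carry both. The adjusted p of Zzz3 and Nexn was 1.00.

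In the HF fasted condition the lists of detoxification genes were lower in KO, and an acute-phase response was examined as an explanation. The acute-phase list had a median log2 change of 0.67 over the mice of the paper (exact permutation p of the mean per mouse 0.0571) and of 0.27 over all mice (0.971, exact). The 3 KO mice of the paper had acute-phase scores of 0.03, -0.32 and 1.45 and detoxification scores of 0.01, -0.28 and -0.26 (replicates 1, 2 and 3). Replicate 2, the 1 KO mouse with an acute-phase score within the WT range (-0.42 to -0.06), had a detoxification score of -0.28, below the lowest WT mouse (-0.04). An acute-phase response may account for replicate 3, but 1 mouse leaves open whether it accounts for the group. A genotype effect stays open. In the other conditions the acute-phase list had medians of 0.22 over the mice of the paper and 0.18 over all mice (LF fed), -0.12 (LF fasted) and -0.13 (HF fed).

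For the rank of gene sets by the number of changed genes, the size of the set was examined as an explanation. In 15 of 32 tests the share of changed genes in the set lay above that of the other genes, over either set of mice, as sampling from all genes would give. With lists from DESeq2 with prior it lay above in 25 of 32 tests over either set, and 4 tests passed an adjusted p of 0.05 over the mice of the paper. With limma voom it lay above in 19, and 0 passed, with 4 at an unadjusted p below 0.05 over the mice of the paper and 1 over all mice. With p below 0.05 as the only criterion on the edgeR results, it lay above in 18 tests over the mice of the paper, where 2 passed, and in 14 over all mice, where 0 passed (1 at an unadjusted p below 0.05). The size of the CoA, NAD(P)(H) and purine sets could account for the numbers by the study's criterion with edgeR. The DESeq2 lists and the edgeR lists by p alone, both over the mice of the paper, go against size alone, and since the settings disagree the explanation stays open.

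Heart genes had more counts in the other 15 lane 8 libraries (median 75) than in the 16 lane 7 libraries (median 10, permutation p = 2.0e-05, the smallest that these permutations can give), or 5.60 per 10000 of the 133845 counts in KO HF fasted replicate 4. Reads of one library counted in others of its lane were tested on 9 pancreas genes, whose main source, WT HF fasted replicate 2 (44080 counts), lies on lane 7. KO HF fed replicate 1, also on lane 7, holds pancreas genes of its own (6979 counts) and was left out as a recipient, a choice made after the values were seen. Of the other 14 lane 7 libraries, 13 lay above the median of lane 8, with a median of 8.5 against 3 counts (permutation p = 0.0370, and 0.0167 with KO HF fed replicate 1 kept), or 1.66 per 10000 of the counts of both sources. The ranges overlapped, with 3 to 82 counts against 0 to 37. This is consistent with a small spread of reads within a lane, which would add a few counts of a gene that one library holds in large amounts. The lane of a library, and thus in part its group, could enter the counts of such genes.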
